# Placental miR-340 mediates vulnerability to activity based anorexia in mice

**DOI:** 10.1038/s41467-018-03836-2

**Published:** 2018-04-23

**Authors:** Mariana Schroeder, Mira Jakovcevski, Tamar Polacheck, Yonat Drori, Alessia Luoni, Simone Röh, Jonas Zaugg, Shifra Ben-Dor, Christiane Albrecht, Alon Chen

## Abstract

Anorexia nervosa (AN) is a devastating eating disorder characterized by self-starvation that mainly affects women. Its etiology is unknown, which impedes successful treatment options leading to a limited chance of full recovery. Here, we show that gestation is a vulnerable window that can influence the predisposition to AN. By screening placental microRNA expression of naive and prenatally stressed (PNS) fetuses and assessing vulnerability to activity-based anorexia (ABA), we identify miR-340 as a sexually dimorphic regulator involved in prenatal programming of ABA. PNS caused gene-body hypermethylation of placental miR-340, which is associated with reduced miR-340 expression and increased protein levels of several target transcripts, GR, Cry2 and H3F3b. MiR-340 is linked to the expression of several nutrient transporters both in mice and human placentas. Using placenta-specific lentiviral transgenes and embryo transfer, we demonstrate the key role miR-340 plays in the mechanism involved in early life programming of ABA.

## Abstract (web summary)

Anorexia nervosa is characterised by self-starvation but its etiology is not completely understood. Here the authors describe how prenatal stress can induce activity-based anorexia in the offspring during early adulthood by upregulating miR-340 expression in the placenta that affects expression of nutrient transporters.

## Introduction

Eating disorders (ED) are destructive mental disorders that dramatically decrease quality of life and have life-threatening consequences. They are ten times more common in women than in men and represent one of the most common psychiatric disorders, affecting up to 4.5% of women at some point in their lives^1^. Anorexia nervosa (AN), the most severe ED, accounts for the highest mortality rate of all mental illnesses (about 10%)^2^. Despite being so immensely destructive to health and affecting such a significant number of young women, the understanding of AN remains poor due to its multi-factorial and complex origins. As a consequence, treatment is sparse, unspecific and unlikely to lead to full recovery^3^.

Due to the significantly greater prevalence of AN in women, most of the clinical literature and preclinical models have aimed at providing a rationale for specific factors precipitating AN disproportionately in females at the time of puberty^4^. Susceptibility to EDs is often associated with early life stress or trauma^5,6^. However, it is important to make a distinction between the different types of “early life trauma” and how they may affect subsequent predisposition to disease. Trauma during childhood may serve as a trigger for an existing predisposition, while gestational or even pre-gestational trauma may be more involved in programming the predisposition or protecting from it, depending on the severity, timing, and extent of the insult^7^. As such, increased risk of bulimia nervosa and mixed eating disorders was reported among girls who were exposed to either prenatal stress (PNS) or early postnatal life stress. In contrast, this was not true for AN^8^. Yet, early postnatal and childhood trauma are both frequently referred to as “early life”, but they are in fact taking place at different developmental windows, exerting potentially very different effects on the susceptibility for the different eating disorders in the offspring.

In any case, stress alone does not necessarily prompt EDs but rather a combination of an innate predisposition pooled with the additive effect of early life trauma is more likely to lead to disease^5,9^. This concept coincides with the developmental origin of health and disease hypothesis, and has received compelling epidemiological support from animal studies. Early life stress, particularly in the form of intrauterine maternal emotional stress or nutrition-related (high fat diet/deprivation), may ultimately predispose male and female offspring to different diseases^10–12^. The fetal perception of the intrauterine environment is mediated by the placenta, a feto-maternal organ that connects the developing fetus to the uterine wall to allow nutrient uptake, waste elimination, and gas exchange via the mother’s blood supply. Although the placenta has long been considered a “sexless” organ, in fact given its predominantly fetal origin, it carries the same genetic information as the fetus and is therefore differentially sensitive to environmental stimuli^13^ and fetal hormones^14^. The placenta of one sex may also possess a greater ability to respond and buffer against selective environmental insults^15^, as is the case for the sex-specific placental contribution to nutritional programming in the offspring^16^. It is broadly recognized that compromised placental function can have both short- and long-lasting consequences for the developing fetus, e.g., with maternal hypoxia, pre-eclampsia, or placental insufficiency^17^, which are closely related to a specific stage of development and fetal sex. Finally, distinct sex-dependent structural and functional placental factors have been repeatedly reported in normal pregnancies (reviewed in ref. ^15^). This further suggests that the physiological and molecular basis for the sex-specific developmental trajectory toward susceptibility to disease may originate in utero, through placental disparities between the sexes despite exposure to a similar maternal environment.

Recently, microRNAs (miRs) have received major attention in the context of placenta-associated abnormalities^18^. Specific placental miRs were found to be associated with several pregnancy disorders and therefore are strong candidates for the mediation of gestational programming^19^. In the present study, we explored this possibility by comparing placental differences in miR expression between opposite sex siblings of undisturbed and PNS pregnancies in parallel to adolescent susceptibility to activity-based anorexia (ABA). The ABA model successfully mimics the choice of exercise above eating, relying on limited food intake while allowing unlimited access to running wheels (RW)^20^. While first modeled in rats, the ABA model has also been widely examined in mice^21^ with varying criteria^22^. It is characterized by dramatic weight loss as a consequence of decreased food intake^21^, hyperactivity and circadian disruption in the running pattern^23^.

To test our hypothesis that susceptibility to AN may originate in utero, we examined placental miR expression in control and PNS mice and exposed a parallel cohort to the ABA protocol during adolescence. We demonstrate that susceptibility to ABA is associated with endogenous levels of placental miR-340 and overexpression dramatically increased the susceptibility to ABA. We propose that programming of ABA vulnerability originates in utero, and renders specifically female offspring vulnerable to metabolic challenges during adolescence.

## Results

### ABA affects mainly adolescent females and is abolished by PNS

To examine the vulnerability of female mice to ABA, we exposed them to a modified version of the ABA protocol^24^ when they reached adolescence. We allowed the animals to habituate to voluntary wheel running for 1 week with free access to food, followed by 5 days of free access to wheels combined with gradual food restriction (FR) in the form of 3–4 h of food access a day, during the dark cycle (Fig. 1a). An undisturbed control group with no wheels and free access to food as well as a further FR group with no access to wheels was added to control for the impact of FR on body weight (BW). The results revealed similar BW in all control female groups with free access to food. FR alone did not induce perdurable weight loss despite the reduction in food consumption, suggesting that the number of calories consumed was enough to maintain their BW if the necessary adjustments were made (such as reduction in general activity). In contrast, when exposed to the ABA protocol (FR + RW), the animals split into two sub-groups, denominated either “Resistant” (Res) or “Anorexic” (ABA). Overall, 40% of the control females developed ABA and 60% were resistant (Fig. 1b). Classification of the animals into each category was performed retrospectively by cluster analysis, based on the following parameters during the FR phase of the protocol: (1) BW loss; (2) Food intake in kcal; (3) Food intake recovery (% from the first FR day); (4) Circadian disruption (running distance in km during the light phase); (5) Total distance ran with FR (total activity) and (6) Time until collapse (in days). ABA females displayed dramatic weight loss compared to all other groups (Fig. 1c). Weight loss resulted from a gradual reduction in voluntary food intake (Fig. 1d). The FR group and Res females adapted and increased their kcal intake during the FR period, but ABA females did not (Fig. 1d). While Res females showed an intact circadian running pattern (Fig. 1e), ABA females showed disrupted running with high activity levels during the light phase (Fig. 1f) and running up to 12 km/day during the FR phase (Fig. 1g). In the long term (about 6 weeks after the end of the intervention), all females exposed to food restriction during adolescence weighed more than undisturbed controls, but did not differ according to predisposition to ABA (Fig. 1h). In order to better characterize each female mouse in this experiment, we assigned them an “ABA score” composed by the sum of the *Z* scores of the ABA parameters. Accordingly, ABA females (as revealed by the previous cluster analysis) scored significantly higher on this new scale than Res females (Fig. 1i). Finally, we examined gene expression in the hypothalamus, focusing on genes that have been specifically linked to anorexia in women and in various animal models as potential candidates. Hypothalamic dysregulation in anorexia has been reported for the melanocortin, the neurotrophic and the serotonin systems and the HPA axis. We chose representative genes of these systems that repeatedly emerged as potential mediators of the anorexic phenotype: Agouti-related peptide (AgRP)^25^, Melanocortin receptor 4 (Mc4R)^26^, Serotonin receptor (Htr)1a^27^, Bdnf^28^, Arginine vasopressin (Avp)^29^ and Hypocretin/Orexin (Hcrt)^30^. We found that, as expected, *AgRP*, *Htr1a*, *Avp* and *Hcrt* were dysregulated in recovered ABA animals (Fig. 1j).

**Fig. 1:**
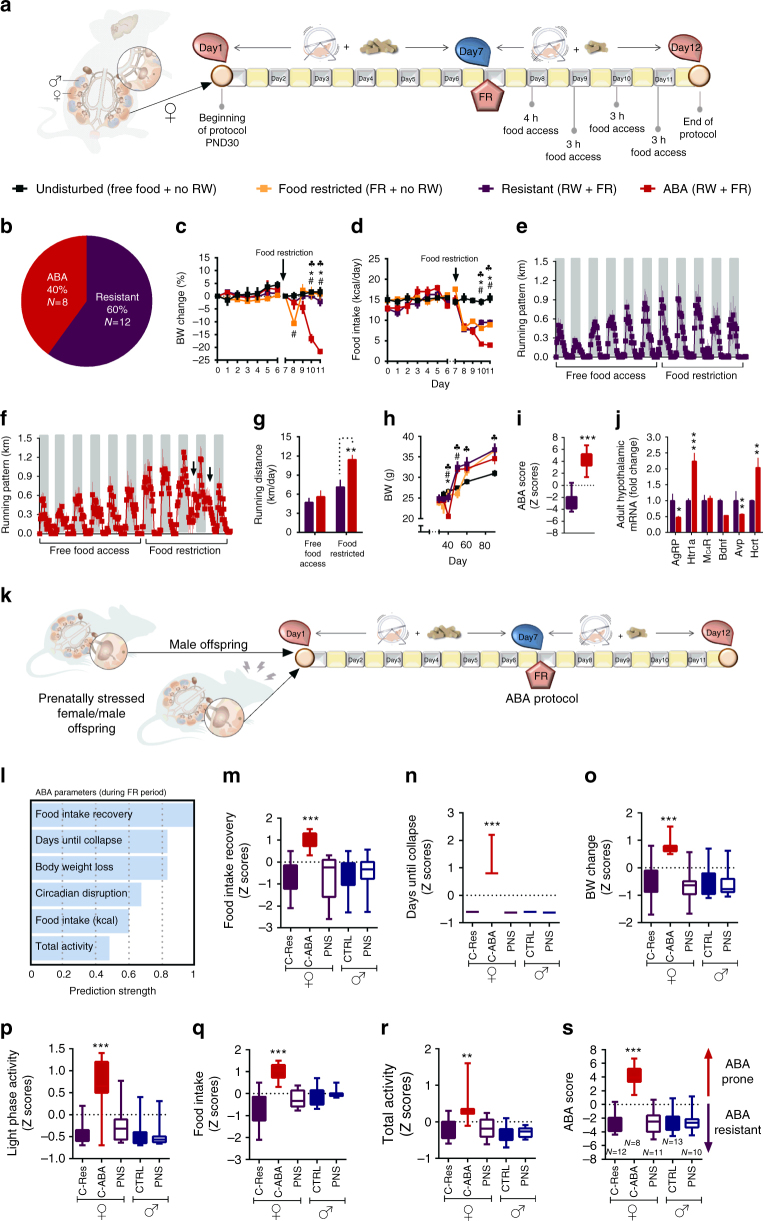
Adolescent females show high susceptibility to activity-based anorexia (ABA), which is absent in males and is abolished by prenatal stress (PNS) in females. **a** ABA protocol experimental design. **b** Hierarchical cluster analysis split the females into ABA-prone and resistant to ABA. **c**, **d** The ABA protocol induced a dramatic decrease in body weight (BW) (repeated measures ANOVA *F*(27,60) = 4.17, *p* = 0.000 for time × treatment interaction) and food intake (*F*_(33,54)_ = 3.71, *p* = 0.000 for time × treatment interaction) in ABA females compared to all other groups (*N* = 6 for undisturbed, *N* = 6 for FR, *N* = 8 for ABA and *N* = 12 for resistant). **e**, **f** Running pattern was normal in resistant females (**e**) and disrupted in the ABA group, which displayed high activity in the light phase (**f**). **g** Total running distance was significantly increased during food restriction (FR) in the ABA group (*F*_int(1,14)_ = 7.33, *p* = 0.017). **h** Long-term BW differed between the groups (repeated measures ANOVA *F*_int(15,100)_ = 6.67, *p* < 0.0001). All FR females weighed significantly more than undisturbed females. *p < 0.05 ABA vs. Resistant, #*p* < 0.05 ABA vs. FR and (black club) *p* < 0.05 ABA vs. undisturbed based on Tukey’s multiple comparisons test. Data are presented as mean and s.e.m. **i** ABA animals scored significantly higher in the global ABA score compared to resistant females (Student’s *t *test *t*_(18)_ = 10.49, *p* < 0.0001), which is composed of the sum of the *Z* scores of the six ABA parameters. Data presented in min. to max with median. **j** Hypothalamic gene expression of AN candidate genes differed between resistant and ABA females (MANOVA *F*_(6,5)_ = 24.60, *p* = 0.001). **k** To test the sex specificity and the contribution of PNS to ABA predisposition, we tested PNS offspring of both sexes together with control males on the ABA protocol using one-way ANOVA for each parameter with Tukey’s multiple comparisons test. **l** ABA individual parameters for the males and PNS animals were calculated in *Z* scores according to each parameter’s strength of prediction. **m**−**r** Control males and PNS males and females scored similarly low in food intake recovery (*F*_(4,49)_ = 7.26, *p* < 0.0001) (**m**), days until collapse (*F*_(4,49)_ = 82.89, *p* < 0.001) (**n**), BW change (*F*_(4,49)_ = 9.81, *p* < 0.0001) (**o**), circadian disruption (light phase activity)(*F*_(4,49)_ = 13.06, *p* < 0.0001) (**p**), food intake (*F*_(4,49)_ = 7.06, *p* < 0.0001) (**q**) and total activity (*F*_(4,49)_ = 8.34, *p* < 0.001) (**r**) compared to resistant control (C-Res) females. **s** While control females split into resistant and ABA-prone subgroups, PNS females and all males were largely resistant to ABA (*F*_(4,49)_ = 32.30, *p* < 0.0001). RW running wheel, CTRL control. Data presented as min. to max with median

In order to test the potential mechanistic link between early life stress and later predisposition to ABA, we performed PNS on a further set of females starting 1 day after the detection of the copulation plug and until GD.16.5, that induced the expected stress-related responses in the mother and the fetuses (Supplementary Fig. 1A). The resulting offspring, including males, were then exposed to the ABA protocol upon reaching adolescence (Fig. 1k). We next calculated the *Z* scores for each ABA parameter according to their strength of prediction as determined by a two-step cluster analysis in the original female group (Fig. 1l, raw data in Supplementary Fig. 2). We found that 30-day-old adolescent males and PNS offspring of both sexes scored similarly to Res females in intake recovery (Fig. 1m), days until collapse (Fig. 1n), BW change (Fig. 1o), circadian disruption (Fig. 1p), food intake (Fig. 1q), and total activity with FR (Fig. 1r). Thus, all males and PNS females were largely resistant to ABA, scoring similarly to Res control females in the ABA score (Fig. 1s). When examining basal metabolic parameters in this group, the PNS females appear to be programmed to become overweight, rather than underweight, and this may be at least one of the reasons underlying their resistance to ABA (Supplementary Fig. 1B).

### PNS placentas show downregulation of miR-340 by gene-body DNA methylation

To elucidate the early origins of vulnerability/resistance to ABA, we next focused on gestational aspects and placental adaptations in control vs. PNS male and female offspring. BW gain in dams subjected to stress when pregnant (PNS dams) was significantly lower than in controls, despite similar food intake (Fig. 2a, b) and they also showed increased corticosterone levels (Fig. 2c). PNS did not affect fetal weight, but did reduce placental weight in female offspring only, suggesting an increase in placental efficiency in this group (Fig. 2d−f). Accordingly, placental 11βhsd_2_, the enzyme that converts active corticosterone into inactive cortisone, was decreased and fetal corticosterone levels were increased exclusively in female PNS fetuses (Fig. 2g, h). This suggests that females were exposed to higher levels of endocrine stress signals compared to their male siblings, an effect reported previously^31^.

**Fig. 2:**
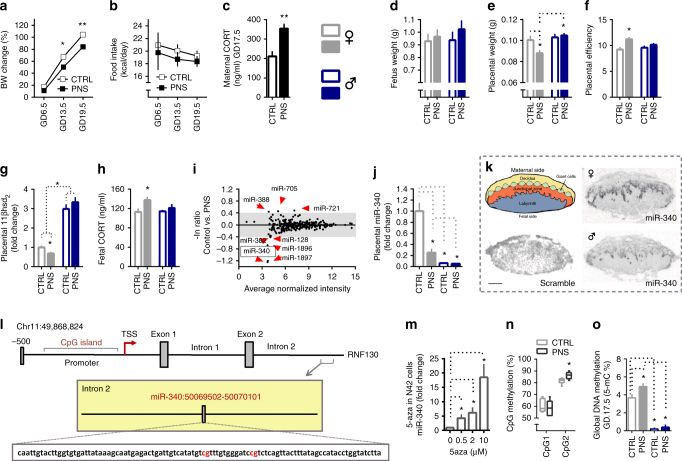
Prenatal stress (PNS) downregulates placental miR-340 through gene body DNA methylation. **a**, **b** PNS affected the pregnant dams’ body weight (BW) (repeated measures ANOVA *F*_(1,9)_ = 21.56, *p* < 0.0001) without affecting food intake (*N* = 5–6). **c** PNS increased maternal corticosterone (CORT) (*t*_(10)_ = 3.88, *p* = 0.003). **d−f** Fetus weight was similar in control and PNS offspring (**d**), but placental weight was reduced by PNS only in females (two-way ANOVA *F*_int(1,18)_ = 4.54, *p* = 0.047) (**e**), resulting in increased placental efficiency (Kruskal−Wallis *H* = 11.82, *p* = 0.008, specific groups comparisons based on Mann−Whitney) (**f**). **g−h** Placental *11βhsd*_*2*_ was overall higher in males (two-way ANOVA *F*_(1,46)_ = 188.59, *p* = 0.000) but was reduced by PNS only in females (interaction effect *F*_(1,46)_ = 5.85, *p* = 0.020, *N* = 11−12, from 5,6 different dams) (**g**) resulting in high fetal CORT in PNS females (*F*_sex(1,24)_ = 5.28, *p* = 0.032, *N* = 12) (**h**). **i** The placental miRNA array performed on females revealed downregulation of miR-340 by PNS. **j** MiR-340 validation showed reduced levels in PNS females and males of both prenatal conditions (two-way ANOVA *F*_sex(1,41)_ = 41.00, *p* < 0.0001) and (*F*_prenatal (1,41)_ = 6.51, *p* = 0.015). **k** MiR-340 is expressed in the junctional zone of the placenta. **l** Schematic representation of the *Rnf130* gene and CpG areas analyzed. **m** 5-aza treatment of N42 cells at increasing concentrations upregulated miR-340 levels (one-way ANOVA *F*_(3,15)_ = 18.79, *p* < 0.0001, with Bonferroni post-hoc tests). **n** CpGs on the miR-340 sequence were highly methylated and CpG_2_ was significantly more methylated in PNS female placentas (Mann–Whitney *U* = 3.50, *Z* = −2.35, *p* = 0.015). Data are presented in min. to max. **o** Global DNA methylation differed dramatically among the groups (Kruskal−Wallis *H* = 18.31, *p* = 0.000). Females showed higher global methylation than males, an effect increased even further by PNS (*N* = 6, from 5 to 6 different dams). Significance between groups and sexes based on Tukey’s multiple comparison tests and Mann−Whitney post-hocs when relevant. GD gestation day, CTRL Control. Data are presented in mean and s.e.m. Scale bar: 1 mm

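Of the miRs marked in Fig. 2i as increased by PNS, miR-721 had a log2 fold change of 0.72 (standard error 0.34, adjusted p = 0.401 from limma), with scanner signals of 121 ± 18.4 (SD, n = 4) in controls and 192 ± 111 (SD, n = 4) in PNS. It was 0.41 without PNS replicate 1 and 0.95 without PNS replicate 3. The label miR-388 is not a name on the array. It was not identified with any entry. miR-338-5p, an entry with a similar name, had a log2 fold change of 1.02 (standard error 0.33, adjusted p = 0.191 from limma), which was 0.42 without scaling, and 0.69 (adjusted p = 0.0452) and 0.65 (adjusted p = 0.0332) with the 75th percentile over miRs detected on all arrays and over all miRs. Its other arm, miR-338-3p, was at 0.0602 (adjusted p = 0.923 from limma), which turned to -0.41 without scaling, where the median miR shifted by -0.30. Of the miRs marked as decreased, miR-128-3p, which is abundant in brain, was detected on all 4 control arrays and on 3 PNS arrays (log2 fold change -1.48, standard error 1.24, adjusted p = 0.653 from limma). miR-1896 was detected on all control arrays and on 2 PNS arrays (log2 fold change -2.68, standard error 1.33, adjusted p = 0.428 from limma). Neither difference passed the test, and that of miR-128-3p was -0.16 without PNS replicate 1. These miRs were marked by the study on the same arrays and are not independent evidence.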

To gain better insight into the mechanisms that mediate the differences between controls and PNS, we next compared the placental miRs expression profile using miR arrays. 

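Placental RNA from female ICR/CD1 offspring was profiled on 8 single-colour (Cy3) Agilent miR arrays, 4 from control dams and 4 from dams exposed to PNS. The dams were stressed through most of gestation, and placentas were collected by cesarean section late in gestation. Each array held RNA of a different dam, so that n = 4 dams per group. The deposited scanner files give, for each of 650 mouse and viral miRs and 22 control entries, a total gene signal, its error and whether the miR was detected. A miR that was not detected carries the placeholder signal 0.1. Control arrays detected 318 to 332 miRs, and PNS arrays detected 277, 290, 283 and 349 (two-sided exact permutation test, p = 0.143). Of the 650 miRs, 270 were detected on all 8 arrays and 289 on none. Of the 306 miRs detected on all control arrays, 30, 18, 25 and 1 were not detected on PNS replicates 1, 2, 3 and 4. Correlations between arrays, across the 270 miRs detected on all of them and on the normalized log2 scale, lay between 0.974 and 0.997. All control arrays lay on one slide and all PNS arrays on another, so slide and group cannot be told apart. Signals were quantile-normalized between the 8 arrays, raised to a floor of 0.491, the lowest normalized signal of any detected value, and turned to log2. The 324 miRs detected on at least 4 arrays were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method. The floor lies far below what 3 of the PNS arrays could measure, since their lowest detected normalized signals were 13.8, 8.71 and 10.9, so the fold change of a miR missing from these arrays depends on the floor. The number of arrays limits the precision.

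**Figure D1:**
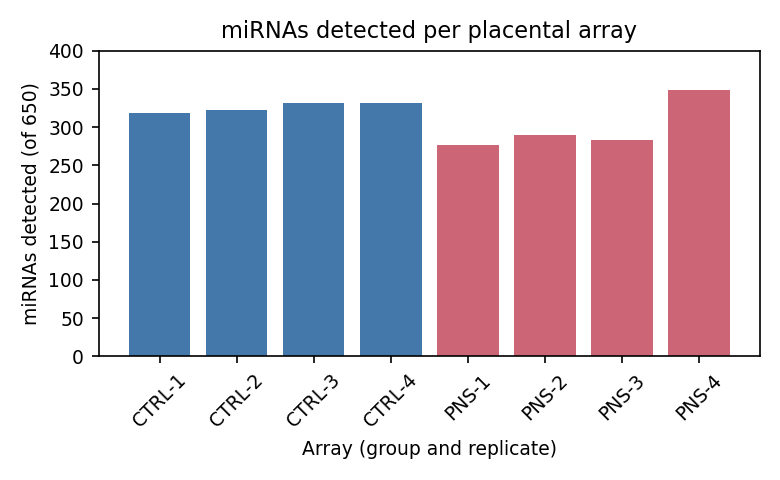
Number of miRs detected on each placental array, out of 650 (y axis), for 4 control (CTRL, blue) and 4 PNS (red) arrays (x axis). PNS replicates 1 to 3 lie between 277 and 290, below every control array, and PNS replicate 4 has the most, 349.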

We identified several miRs differentially expressed in PNS placentas with miR-340 being most severely affected by the manipulation (Fig. 2i and Supplementary data 1). 

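miR-340-5p was detected on all 4 control arrays, with a scanner signal of 29.1 ± 4.17 (SD, n = 4), and on 1 of 4 PNS arrays, PNS replicate 4, with a signal of 22.5. On the other 3 PNS arrays it was not detected. In this comparison it had the largest decrease of the 324 miRs tested (log2 fold change -4.42, standard error 1.18, adjusted p = 0.145 from limma), and all control values lay above all PNS values (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). By p it ranked 13 (1 to 49 over the settings that tested it). Values at the floor have no order among themselves. miR-340-3p, the other arm of the same hairpin, was dim: it was detected on 3 control arrays and 1 PNS array (log2 fold change -2.33, standard error 0.79, adjusted p = 0.201 from limma). Its direction depends on the floor, since it turned to 0.25 with a floor per array. On PNS replicates 1 to 3 those floors lie above its control values, so the turned sign shows no rise. The gene of miR-340 lies within Rnf130 in the GRCm38.p6 annotation. miR-1897-3p followed miR-340-5p closely in size (log2 fold change -4.38, standard error 1.29, adjusted p = 0.156 from limma) and had the same pattern of detection, with a signal of 31.2 ± 2.61 (SD, n = 4) in controls and 26.6 on PNS replicate 4. No miR passed an adjusted p under 0.05 in limma; at an unadjusted p under 0.05, 16 were higher and 32 lower in PNS. All 16 of the higher miRs, but 13 of the 32 lower ones, were detected on all 8 arrays. Among the increases, the smallest adjusted p was that of miR-689_v15.0 (log2 fold change 0.48, standard error 0.0727, adjusted p = 0.0630) and of miR-705 (log2 fold change 0.51, standard error 0.0805, adjusted p = 0.0630), followed by miR-1897-5p (log2 fold change 0.50, standard error 0.0911, adjusted p = 0.0765), miR-680 (log2 fold change 0.45, standard error 0.0884, adjusted p = 0.0927) and miR-302b-3p (log2 fold change 1.07, standard error 0.24, adjusted p = 0.145), a member of a cluster expressed in embryonic stem cells. Without scaling all 5 were smaller, at 0.23 for miR-689_v15.0, 0.16 for miR-705, 0.24 for miR-1897-5p, 0.15 for miR-680 and 0.14 for miR-302b-3p, none above 2 standard errors. The median miR shifted by -0.30 there, so increases shrink without scaling and these values cannot decide. With cyclic loess miR-689_v15.0 (0.53, adjusted p = 0.00339 from limma), miR-1897-5p (0.56, adjusted p = 0.0316) and miR-680 (0.58, adjusted p = 0.0232) passed, while miR-705 and miR-302b-3p did not. The decreases with the smallest p were miR-323-3p (log2 fold change -3.94, standard error 0.72, adjusted p = 0.0765), miR-540-3p (-2.16), miR-150-5p (-3.33), a miR of mature lymphocytes, miR-181d-5p (-3.35) and miR-99b-3p (-1.94), and each of these 5 was detected on all control arrays and on PNS replicate 4 alone among the PNS arrays. With a floor per array, chosen after seeing the data, the last 4 turned sign. They turned to 1.20 for miR-540-3p, 0.0248 for miR-150-5p, 0.00436 for miR-181d-5p and 1.41 for miR-99b-3p. miR-323-3p fell to -0.58, and to -0.0194 with the common floor described below. On PNS replicates 1 to 3 these floors lie above the control values of miR-540-3p and miR-99b-3p and close to those of the others. The turned signs thus follow from the floors and show no rise. In settings planned beforehand, miR-323-3p passed with cyclic loess (-1.62, adjusted p = 0.0232 from limma) and with a floor 2 times as high (-3.19, adjusted p = 0.0409). In both settings its values on PNS replicates 1 to 3 rest on undetected arrays. With undetected values left out, also planned, miR-323-3p was at -1.63, a comparison of the controls with PNS replicate 4 alone. A common floor at 13.8, the level that every array could measure, was chosen after seeing the data. With it, miR-340-5p had a log2 fold change of -0.81 (adjusted p = 0.0222 from limma, against a range of 2.02e-07 to 0.377 over all settings). Its values on PNS replicates 1 to 3 are then tied at that floor. The 2.02e-07 came without PNS replicate 4, where all its PNS values lie at the floor. These p-values therefore say little of the spread between PNS dams. With undetected values left out, miR-340-5p was at -0.60, a comparison of the controls with PNS replicate 4 alone. The share of higher against lower miRs at an unadjusted p under 0.05 moved with the scaling, to 8 and 40 with the 75th percentile over all miRs, 20 and 16 with cyclic loess, and 1 and 125 without scaling, where the median miR shifted by -0.30. From these arrays, the paper states that PNS altered several placental miRs and that miR-340 was the most affected. It went on to measure miR-340 by qPCR and reported lower levels in PNS females.

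**Figure D2:**
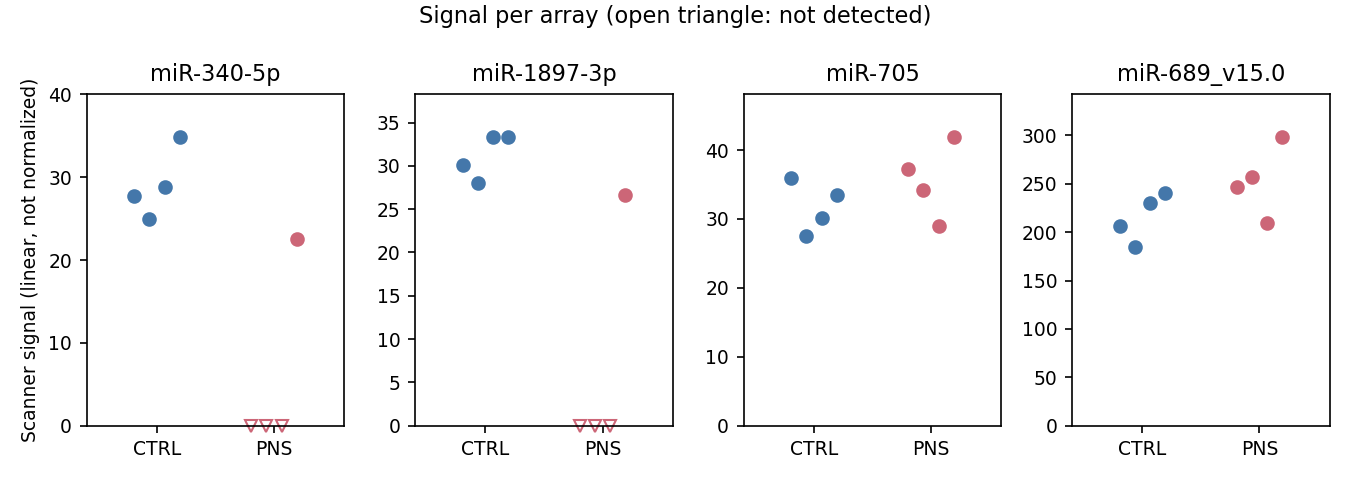
Scanner signal on a linear scale, not normalized between arrays (y axis, one scale per panel), of 4 miRs on 4 control (CTRL, blue) and 4 PNS (red) arrays. Filled circles are detected signals and open triangles at 0 are arrays on which the miR was not detected, which were 3 PNS arrays for miR-340-5p and miR-1897-3p.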

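The lists of miRs were fixed before the scanner files were examined, but after Supplementary Data 1 had been read. Supplementary Data 1 holds normalized values and p-values of these same arrays, so the lists were not chosen blind to them. Of these lists, 14 had at least 3 tested members. In limma's camera test with a preset correlation of 0.01, 2 of them passed an adjusted p under 0.05. Of 48 tested miRs of the imprinted Dlk1-Dio3 cluster, which is expressed from the maternal chromosome, 43 had values below 0 and 5 above 0 (median log2 fold change -0.16, adjusted p = 2.62e-05 from camera). The call was lost with an estimated correlation (adjusted p = 0.989 with an estimated correlation), in fry (adjusted p = 0.468), and without PNS replicate 4 (adjusted p = 0.123), and the median fell to -0.0804 without control replicate 4. At an unadjusted p under 0.05, 9 members were lower and none was higher, 0 passed when adjusted over all miRs, and 1 was lower when adjusted over the list alone. Its members include miR-323-3p and miR-540-3p, detected on 5 arrays each, and miR-382-5p (-0.21), miR-382-3p (-0.36), miR-380-3p (-0.25) and miR-410-3p (-0.19), the last 4 of which the study lists, so that these are not independent evidence. Among the 42 members detected on all 8 arrays, 37 had values below 0, but the mean of these members was not lower in PNS beyond chance (two-sided exact permutation test, p = 0.200), and control replicate 4 had the highest mean. All 3 tested entries derived from ribosomal or transfer RNA, a sign of RNA fragments rather than of miRs, had values above 0 (median log2 fold change 0.41, adjusted p = 0.0114 from camera and 0.257 with an estimated correlation), a call lost in 8 of 25 other settings, among them either 75th percentile and cyclic loess. Without scaling, where the median miR shifted by -0.30, their median was 0.075 and miR-720 turned to -0.17. Of the 3 entries, 1 was higher when adjusted over the list alone, and 0 when adjusted over all miRs. The other 12 lists did not pass. With 1 array left out, the lowest adjusted p from camera was 0.0408 for the miR-302 cluster and 0.0474 for the let-7 family. The median log2 fold change was -0.0567 over 12 miRs of the miR-290 cluster, which is expressed in embryo and placenta and includes miR-293-3p (-0.22), 0.00156 over 25 of the Sfmbt2 intronic cluster, with miR-669e-5p (-2.73), -0.0230 over 10 of the X-linked miR-322 cluster, with miR-322-5p (-0.12), -0.00158 over 12 of the miR-17-92 and paralog clusters, with miR-20a-3p (-2.84), and 0.0133 over 10 of the let-7 family, with let-7b-5p (0.28). For the clusters of miR-290, miR-322 and miR-17-92 and for the miR-34 family, camera pointed upward while median and mean lay below 0. For the Sfmbt2 list (mean -0.24), the miR-302 cluster (mean -0.39), the miRs hosted by Igf2, H19 and Mest and the herpesvirus miRs, the mean lay below 0 while the median and camera pointed upward. Medians this close to 0 turned sign with the scaling for the Sfmbt2, miR-17-92 and let-7 lists. Markers of leukocytes (6 tested, adjusted p = 0.646), of epithelium (6 tested, adjusted p = 0.965) and of mesenchyme (4 tested, adjusted p = 0.966) did not pass camera either.

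**Figure D3:**
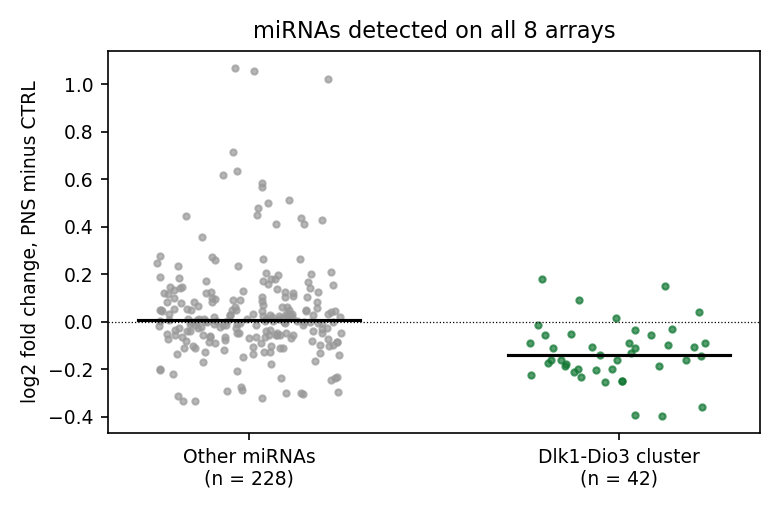
Log2 fold change, PNS minus control (y axis), of the miRs detected on all 8 arrays, 42 of the Dlk1-Dio3 cluster (green) and 228 others (grey). Each point is a miR, placed at random in width, black lines are medians and the dotted line is 0. The cluster's median is -0.14 and that of the other miRs is 0.0064.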

We then validated the array findings by qPCR and detected a clear sexually dimorphic expression pattern, since miR-340 was expressed in very low levels in control and PNS male placentas (Fig. 2j). Importantly, expression of miR-340, as shown by in situ hybridization, appears to be restricted to the junctional zone of the placenta in particular on the labyrinth side, a major site of feto-maternal exchange and hormone production respectively (Fig. 2k).

To elucidate the regulating mechanism of miR-340 by PNS, we performed a bioinformatic analysis on the *Rnf130* gene, which hosts miR-340 in its second intron. Like miR-340, *Rnf130* was downregulated by PNS (Supplementary Fig. 3A). Intronic miRs are frequently found in a sense orientation and thus are frequently transcribed together with their host gene^32^. The analysis revealed that *Rnf130* has a CpG island about 800 bp long around its promoter region and the first exon (Fig. 2l). Furthermore, miR-340 was previously suggested to be regulated by DNA methylation in different types of cancer^33^. To examine this possibility, we used the DNA methyltransferase inhibitor 5-aza in an in vitro assay and showed that increasing concentrations of the inhibitor led to increasingly higher levels of miR-340, implying DNA methylation in its regulation (Fig. 2m). We next examined the methylation levels in the CpG Island of the *Rnf130* promoter and on the miR-340 sequence through bisulfite conversion and pyrosequencing in control and PNS female placentas. While DNA methylation at promoters is widely accepted to be associated with transcriptional repression, recent studies suggested that gene body methylation also plays a critical role in gene regulation^34^. Interestingly, the CpG Island in the *Rnf130* promoter region displayed very low levels of methylation, both in female control and PNS placentas (Supplementary Fig. 3B). In contrast, the two CpGs located on the sequence of miR-340 revealed high methylation in both groups, with CpG_2_ significantly more methylated in PNS than in control female placentas (Fig. 2n), which also show global hypermethylation compared both to control females and males (Fig. 2o). Taken together, these findings suggest that placental miR-340 is a sexually dimorphic miRNA robustly affected by PNS and regulated through gene body DNA methylation.

### MiR-340 targets Nr3c1/GR, Cry2, and H3f3b in the placenta

In order to explore the mechanism through which placental miR-340 exerts its effects on ABA predisposition, we next performed bioinformatic predictions on potential targets focusing on genes involved in placental functioning and structure. The conservation of the miR-340 seed matches on the 3′UTR of these targets are shown in Supplementary Fig. 4. Based on those predictions, we performed a Taqman custom gene expression array comparing placentas of control and PNS females. Among the potential targets, *Sirt7, Nr3c1* (which encodes the *GR*), *Hdac9*, Histone 3 mammalian isoform, family 3b (*H3f3b*) and *Ythdf3* were upregulated in placentas of PNS females (Supplementary Table 1). We expanded the analysis using RT-PCR, adding additional samples and performing correlations between the expression of miR-340 and the putative targets (Fig. 3a−f). *GR* (Fig. 3b), *Hdac9* (Fig. 3c), *Cry2* (Fig. 3d), and *H3f3b* (Fig. 3e) showed a significant inverse correlation with the expression of miR-340 in these samples, while *Sirt7* (Fig. 3a) and *Ythdf3* did not (Fig. 3f). When examining the PNS group alone, the strongest correlations were evident for *GR/*GR, *Cry2/*CRY2, and *H3f3b/*H3F3b (Supplementary Fig. 5a), which also showed increased placental protein levels (Fig. 3g−i). In contrast, *Hdac9/*HDAC9 did not show a similar effect (Supplementary Fig. 5b). To explore the link between the miR-340 and the relevant targets further, we next infected BeWo placental cells with a lentivirus designed to knockdown (KD) miR-340 and thus mimic the effects of PNS. As expected, the KD virus significantly reduced the expression of miR-340 in the cells (Fig. 3j). In addition, while mRNA levels did not change significantly in any of the putative targets (Fig. 3k), we found an increase in protein levels of GR, CRY2, and H3F3b (Fig. 3l), but again not in HDAC9 (Supplementary Fig. 5B).

**Fig. 3:**
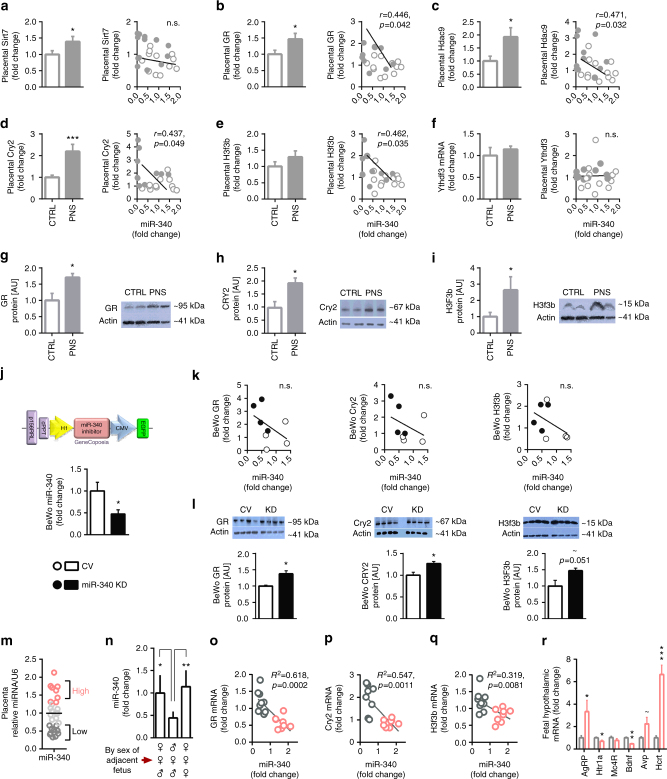
MiR-340 exerts its effects through targeting of GR, Cry2, and H3f3b. **a−f** Validation of potential miR-340 target in prenatal stress (PNS) vs. control female placentas showed that *Sirt7* and *Ythdf3* were not significantly correlated with miR-340 (**a**, **f**). **b−e** In contrast, *GR*, *Hdac9*, *Cry2*, and *H3f3b* expression was significantly higher in PNS and inversely correlated with miR-340. **g−i** Placental GR, CRY2, and H3F3b protein levels were increased by PNS (*N* = 4). **j** Lentiviral KD of miR-340 in BeWo choriocarcinoma cells reduced the expression of miR-340 (*F*_(1,7)_ = 5.654, *p* = 0.050, *N* = 4). **k** MiR-340 KD did not significantly affect mRNA levels of the target genes. **l** At the protein level, miR-340 KD increased GR (*t*_(6)_ = 3.687, *p* = 0.010) and CRY2 (*t*_(6)_ = 3.156, *p* = 0.0197), and tended to increase H3F3b. **m** Within the control group, miR-340 expression shows great endogenous variability (*N* = 28, from six dams). **n** Female fetuses surrounded by two males in the uterus show lower levels of placental miR-340 compared to females surrounded by females or mixed sexes (one-way ANOVA *F*_(2,23)_ = 9.31, *p* = 0.0013). Data are presented in mean and s.e.m. and Tukey’s multiple comparison tests. **o**−**q** The “high” and “low” subgroups included samples above 1.3 and below 0.70 relative to the groups’ average respectively. The expression of *GR*, *Cry2*, and *H3f3b* inversely correlated with the endogenous levels of miR-340. Data are presented as mean and s.e.m. **r** Fetal hypothalamic gene expression of AN candidate genes differed between the “high” and “low” subgroups (*F*_(6,5)_ = 13.1, *p* = 0.006). Data are presented in mean and s.e.m. (*N* = 6)

Given the variability within the control female group in vulnerability to ABA, we next focused on this group in an additional experiment where we analyzed the relative expression of miR-340 in 28 female samples from an additional six control pregnant females. Nine out of the 28 placentas (32%) showed miR-340 levels 25% above the average (Fig. 3m), which resembles the number of ABA-prone females in our first group (40%). Remarkably, the levels of miR-340 were affected by the sex of the adjacent fetus. Females located between two males showed the lowest levels of miR-340 (Fig. 3n), suggesting prenatal androgen exposure may be linked to miR-340 expression levels and the subsequent resistance to ABA. Furthermore, we found an inverse correlation with the expression of miR-340 for *GR, Cry2*, and *H3f3b* in this group (Fig. 3o−q). Finally, we examined the expression of the AN candidate genes in the hypothalamus of the fetuses according to placental miR-340 levels. We found that *AgRP* and *Hcrt* were highly expressed in control fetuses with high levels of miR-340 compared to fetuses with low levels of miR-340. In contrast, *Htr1a* and *Bdnf* were decreased (Fig. 3r).

### MiR-340 inversely correlates with placental amino acid transporters

To gain insight into the potential effects of miR-340 levels on placental function and the uterinal environment that the fetuses were exposed to, we performed RNAseq in placentas with high and low endogenous miR-340 levels (Fig. 3m). Sleuth gene expression analysis revealed 881 upregulated and 779 downregulated genes in the high miR-340 group. Of these, we chose to focus on the solute carrier (SLC) group of membrane transport proteins, as well as on cholesterol transporters and the insulin-like growth factor (IGF) family given their crucial involvement in placental structure and function^35^. The two groups’ profiles appear remarkably different in their capacity to allocate nutrients, as reflected by the different global expression in selected nutrient transporters (Fig. 4a). In particular, the levels of miR-340 inversely correlate with the expression of the amino acid transporters *Slc7a5c*, *Slc7a11*, and *Slc38a1*; the main lactate transporter *Slc16a3* and *Igf2* and *Igf2bp1* in mice (Fig. 4b). The Igf2 and the Igf family are heavily involved in nutrient transport and can further regulate thickness of the interhemel membrane connecting the maternal and fetal circulation^36^. Therefore, we examined the thickness of the junction in the two groups and found a thicker junctional area in the high miR-340 group, which was in accordance with reduced Igf2 levels^36^ (Fig. 4c). When we explored the potential link between miR-340 levels and these transporters and growth factor, we found a potential pathway through the targets Nr3c1, Cry2, and H3f3b (Fig. 4d, based on STRING database https://string-db.org^37^). These findings suggest that the particular location of miR-340 in the junction may be linked to the regulation of nutrient transport to the fetuses, both by reducing fetal access to nutrients and amino acids and potentially through structural changes via Igf2. To examine the translational potential of our findings, we collected central, medial, and lateral human placental samples from healthy, full-term male and female pregnancies (see Supplementary Table 3 for the mothers’ demographics and clinical characteristics). Analysis of the expression of miR-340 showed similar levels among boys and in the medial and lateral areas, but girls presented dramatically higher levels in the central area, which is closest to the umbilical cord (Fig. 4e). Similarly to mice, human female placentas showed a higher variability in the expression of miR-340 and when correlated with the expression of the relevant transporters identified in mice, we found an inverse correlation between miR-340 and *SLC7A5*, *SLC7A11*, *SLC38A1*, *SLC16A3*, *IGF2*, and *IGF2BP1* (Fig. 4f, further transporters examined are presented in Supplementary Table 3). Thus, the results suggest that miR-340 may be involved in mediating the fetal acquisition of selective nutrients, thus affecting developmental programming of the offspring, both in humans and in mice.

**Fig. 4:**
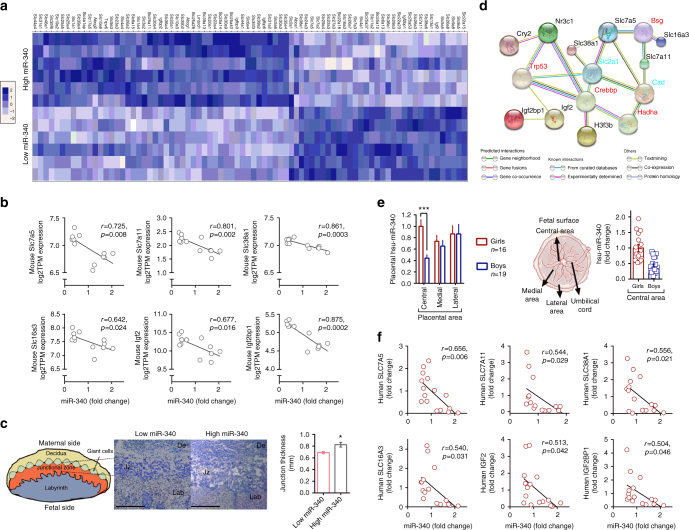
MiR-340 is associated with differential expression of nutrient transporters both in mouse and human female placenta. **a** Heat-map comparing placental nutrient transporters between female mice endogenously expressing high or low levels of miR-340. **b** The expression of *Slc7a5, Slc7a11*, *Slc38a1*, *Slc16a3*, *Igf2*, and *Igf2bp1* is inversely correlated with miR-340 in mice. **c** Eosin-hematoxylin staining of the mouse placenta show a thicker junctional zone in the high miR-340 group (*t*_(6)_ = 3.07, *p* = 0.022). **d** STRING pathway analysis linking the miR-340 targets *Nr3c1*, *Cry2*, and *H3f3b* with selected nutrient transporters (https://string-db.org). **e** Expression of miR-340 in the human placenta in central, medial, and lateral areas. Girls present higher levels in the central area compared to boys (two-way ANOVA *F*_(1,104)_ = 14.78, *p* < 0.0001). Data are presented as mean and s.e.m. **f** The expression of *SLC7A5*, *SLC7A11*, *SLC38A1*, *SLC16A3*, *IGF2*, and *IGF2BP1* are inversely correlated with miR-340 expression in the central area of human samples. Scale bar: 1 mm

### MiR-340 overexpression increases susceptibility to ABA

With the aim of exploring whether high levels of placental miR-340 are directly related to increased vulnerability to ABA, we next generated placenta-specific transgenes^38,39^. Blastocysts were then infected with lentiviruses designed to overexpress (OE) miR-340 or with a control virus (CV) and were then transferred into pseudo-pregnant females for further development (Fig. 5a). As expected, infection of the blastocysts’ trophoblast cells with lentiviruses led to placenta-specific infection (Fig. 5b) predominantly in the junctional area of the placenta (Supplementary Fig. 6). Validation of miR-340 expression in placentas infected with the miR-340 OE virus confirmed a threefold increase in miR-340 levels in both sexes. A similar increase was found in infected BeWo cells (Fig. 5c). Examination of fetal hypothalamic expression of AN candidate genes revealed a similar profile to wild-type females with high endogenous expression of placental miR-340, including upregulation of *AgRP* and downregulation of *Htr1a* (Fig. 5c and Fig. 3r).

**Fig. 5:**
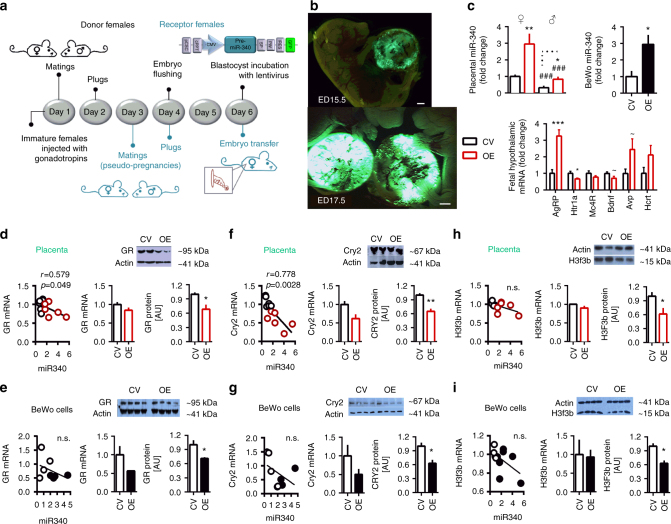
MiR-340 overexpression (OE) decreases GR, CRY2, and H3F3b protein in the placenta and in BeWo cells. **a** Experimental design for generation of placenta-specific transgenes. **b** Representative pictures out of about 20 transfers of placenta-specific infection. **c** Placental miR-340 was highly expressed in the female transgenes of both groups compared to males (two-way ANOVA *F*_sex(1,23)_ = 47.39, *p* < 0.0001) and was increased by the miR-340 OE lentivirus in both sexes (*F*_treatment(1,23)_ = 28.78, *p* < 0.0001, *N* = 6). Infection of BeWo cells with the miR-340 OE lentivirus led to increase in miR-340 expression levels (Unpaired *t*test *t*_(6)_ = 1.77, *p* = 0.019). Fetal hypothalamic gene expression of anorexia candidate genes differed between the CV and miR-340 OE groups (MANOVA *F*_(6,5)_ = 7.08, *p* = 0.024), with high expression of *AgRP*and low expression of *Htr1a*. **d** In miR-340 OE transgenes, placental *GR* mRNA inversely correlated with miR-340 (*N* = 6) and placental protein tended to be reduced (*t*_(6)_ = 2.414, *p* = 0.052, *N* = 4). **e** In BeWo cells, *Nr3c1/GR* mRNA x miR-340 correlation showed a similar pattern to the placenta and miR-340 OE decreased GR protein levels (*t*_(6)_ = 3.09, *p* = 0.011, *N* = 4). **f** Placental *Cry2* mRNA inversely correlated with miR-340 (*N* = 12) and showed decreased protein levels after miR-340 OE (Unpaired *t*test *t*_(6)_ = 2.451, *p* = 0.049, *N* = 4). **g** In BeWo cells, miR-340 OE significantly decreased CRY2 protein levels (*t*_(6)_ = 3.381, *p* = 0.0148). **h**–**i** MiR-340 OE did not affect *H3f3b* mRNA expression but decreased H3F3b protein levels in the placenta (*t*_(6)_ = 2.452, *p* = 0.0451, *N* = 4) (**h**) and in BeWo cells (*t*_(6)_ = 4.25, *p* = 0.0054, *N* = 4) (**i**). Data presented as mean and s.e.m. CV control virus. Scale bar: 1 mm

We next explored the mRNA expression and protein levels of the targets both in the transgene placentas and in infected BeWo cells respectively. As expected, miR-340 OE generally inversely correlated with mRNA and protein of the targets in placental samples (Fig. 5d, f, h) and in BeWo cells (Fig. 5e, g, i). In a separate set of pregnancies, the transferred embryos were allowed to reach term. They remained untouched until 30 days old, when they underwent the ABA protocol (Fig. 6a). To determine susceptibility to ABA, we next calculated the Z scores of the ABA parameters according to the prediction strength of the original experiment (Fig. 1k). All raw data are presented in Supplementary Fig. 7. Accordingly, we found that the pattern of food intake recovery during FR was inefficient in miR-340 OE animals (Fig. 6b). MiR-340 OE transgenes collapsed more frequently toward the end of the food restriction period (Fig. 6c), displayed higher BW change (Fig. 6d) and showed circadian disruption as reflected by the distance run (km) in the light phase (Fig. 6e) compared to transgene controls. While food intake during FR was not significantly affected (Fig. 6f), miR-340 OE induced hyperactivity in both males and females (Fig. 6g). Taken together, these parameters exposed the significantly higher susceptibility to ABA in miR-340 OE transgenes of both sexes, as reflected by the higher ABA score compared both to wild type (WT) and CV controls (Fig. 6h). Finally, hypothalamic assessment of AN candidate genes in these groups revealed long-lasting downregulation of *AgRP* and upregulation of *Htr1a*, resembling the expression patterns found in the original control ABA group (Fig. 6i and Fig. 1j) and further confirming the central role played by the hypothalamic melanocortin and serotonin systems in anorexia. Altogether, these findings translated into higher percentages of animals being prone to ABA as a result of miR-340 OE (Fig. 6j).

**Fig. 6:**
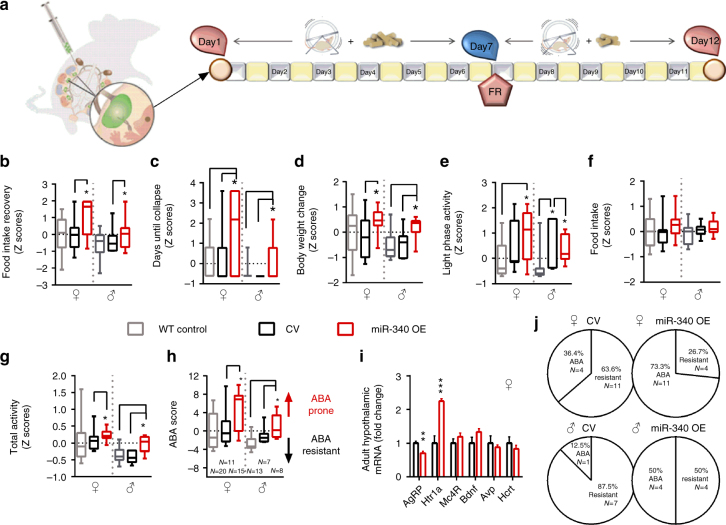
Placental miR-340 overexpression (OE) robustly increases the susceptibility to activity-based anorexia (ABA) in both sexes. **a** Transgene animals of both sexes were exposed to the ABA protocol. **b**−**g** MiR-340 OE transgenes of both sexes scored higher than controls in food intake recovery (one-way ANOVA *F*_(5,68)_ = 4.49, *p* = 0.0014) (**b**), days until collapse (*F*_(5,68)_ = 5.36, *p* = 0.0003) (**c**), body weight (BW) change (*F*_(5,68)_ = 3.99, *p* = 0.003) (**d**), circadian disruption (light phase activity) (*F*_(5,68)_ = 5.01, *p* = 0.0006) (**e**) and total activity (*F*_(5,68)_ = 6.81, *p* < 0.0001) (**g**) during the food restriction part of the protocol. In contrast, food intake during food restriction did not significantly differ between the groups (**f**). **h** Altogether, placental miR-340 OE robustly increased the susceptibility to ABA in both sexes compared to both WT controls and CV animals (*F*_(5,68)_ = 6.83, *p* < 0.0001). Data presented as min to max with median. Differences between the groups are based on Tukey’s multiple comparisons test. *p < 0.05. **i** Hypothalamic gene expression of anorexia candidate genes differed between CV and miR-340 OE females (MANOVA *F*_(6,5)_ = 53.83, *p*  < 0.000), with low expression of *AgRP* and high expression of *Htr1a*. Data are presented in mean and s.e.m. (*N* = 6). **j** MiR-340 OE increased the susceptibility to ABA in both sexes. CV control virus

Taken together, we propose that placental miR-340, through the regulation of genes known to be involved in placental structure and function, such as *GR*, *Cry2* and *H3f3b* and downstream nutrient transporters, can change the fetal environment and hypothalamus to induce later life susceptibility or resistance to ABA (Fig. 7).

**Fig. 7:**
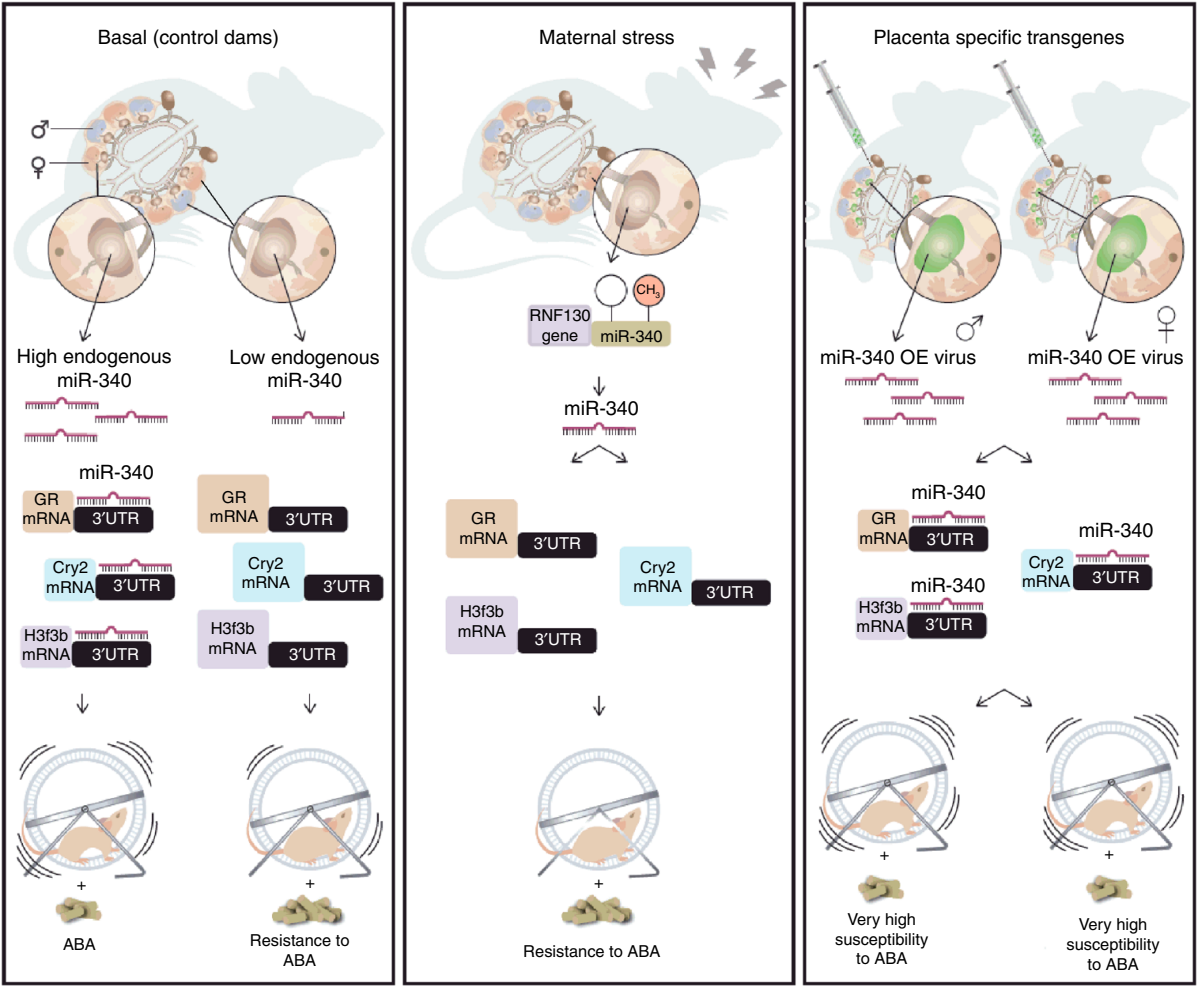
Summary scheme comparing placental miR-340 expression and the adult outcome in the different experiments. Female offspring born from control dams present high levels of placental miR-340, while the male levels are endogenously low. MiR-340 targets *Nr3c1*/*GR*, *Cry2*, and *H3f3b* programming susceptibility to activity-based anorexia (ABA) specifically in females (left panel). Prenatal stress downregulated miR-340 through gene-body DNA methylation, upregulating *Nr3c1*/*GR*, *Cry2*, and *H3f3b*, thus are protecting the female offspring from sensitivity to ABA (central panel). Upregulation of placental miR-340 through lentiviral infection of blastocysts reduced GR/CRY2/H3F3b protein levels, and robustly increased ABA susceptibility in both sexes (right panel). CV control virus, GR glucocorticoid receptor, OE overexpression

## Discussion

In the current set of studies, we have identified, for the first time, a potential mechanism of ABA gestational programming. It appears that early life variables that affect placental gene expression may play a crucial role in this predisposition. These findings are supported by the genetic epidemiology of AN, which indicates strong evidence for familial contribution but does not always provide convincing evidence of hereditability according to population-based homozygous twin studies^40,41^. When it comes to gestational programming, the placenta plays a central part in shaping the fetal environment^42^. Placentas exhibit pronounced sexual dimorphism in response to variation in the maternal milieu both in humans^43^ and mice^31,44^, which appears to be the case for miR-340 in the junctional zone of the mouse placenta. This zone contains zygote-derived cytotrophoblasts, which have direct access to the maternal blood flow^45^. Two types of cytotrophoblasts exist in this zone at GD17.5 in mice, spongiotrophoblasts and trophoblast glycogen cells, both of which synthesize protein hormones such as IGF_2_, a key growth and nutrient supply gene^46^. The human and mouse placentas share a similar function, but are structurally quite different. The corresponding region to the murine junctional zone in humans is the basal plate, which differently from mice presents multi-layered cytotrophoblastic columns with a morphological gradient of cells. Despite this difference, in both species this region does not contain any fetal blood, but is traversed by maternal blood channels lined by zygote-derived trophoblast cells, through which maternal blood flows into and out of the fetal placenta/ labyrinth^45^.

The placental responses to stress include adaptations at multiple epigenetic levels, which affect molecular processes on a global scale. Abnormal DNA methylation is one of these processes^47^, that in turn shapes placental morphology with far-reaching implications including impairments in placental development and nutrient supply. Maternal stress during pregnancy broadly influences the placenta, inducing the very well documented and varied negative effects in the offspring such as anxiety, depression, cognition, memory^48,49^, and metabolism^50^. When PNS is limited to the last week of gestation, unlike our protocol, susceptibility to ABA appears to increase in a subset of rats^30^. A similar finding was recently reported for binge eating disorder using a different stress model but the same window of intervention^51^. Thus, ABA resistance resulting from chronic PNS may represent a beneficial side effect of an otherwise negative overall outcome.

Overexpression of GR, as seen in our placental PNS samples, induced multiple neuroendocrine changes that have been shown to result in a blunted response to restraint stress and to endotoxic shock in a different animal model^52^. Accordingly, high maternal cortisol in utero and/or inhibition of 11βHSD_2_ are associated with programmed outcomes in childhood including higher blood pressure, behavioral disorders, and altered brain structure^53^. Given the remarkable resistance of males to ABA, a potential mechanism of ABA prevention in females by PNS may be related to its well-known masculinizing effects. PNS increases anogenital distance, which is a sexually dimorphic biomarker of prenatal androgen exposure in many species^54^. We noticed that females were undistinguishable from males in the PNS group at birth due to larger than usual anogenital distance. This effect resembles prenatal testosterone exposure, which was shown to masculinize the food intake pattern of female offspring^55^. Moreover, disorganized eating in girls may be improved by prenatal androgen exposure, as shown in a twin study in which female pairs had significantly higher disordered-eating scores than girls with male twins^56^. This “prenatal androgen exposure hypothesis” has been more frequently linked to autism spectrum disorders^57^, but could also be involved in determining the level of predisposition to ABA in females. This is particularly likely given the well-documented effects of uterine position on the fetuses: females developing between two males are more likely to show masculinized behavioral, anatomical physiological traits due to the transfer of testosterone from the adjacent fetuses^58^. This could be a potential source of the great variability adolescent WT females show in their response to ABA. Thus, females surrounded by other female fetuses may be more vulnerable to ABA as suggested by human twin studies^56,59^. While the sex-specific physiological mechanism through which placental miR-340 methylation and expression is determined under both stressful and normal conditions remains unclear, hormonal alterations in utero may represent a potential candidate as suggested by Rnf130 regulation by LH/hCG in Leydig cells in rats^60^. Finally, the fact that ABA and AN are typically triggered during adolescence may further suggest that the prenatal hormonal effects on female offspring may form a platform for a later triggering or protective effect of gonadal steroids on this phenotype.

The modulation of the targets identified here, and potentially dozens of further targets by miR-340, likely affect nutrient transporters and growth factors, which may have in turn a pivotal influence on fetal development and programming. The ability of a single miR molecule to affect the functional levels of multiple proteins/pathways supports therefore their possible involvement in complex disorders, such as EDs, which are suggested to be polygenic by nature and influenced by gene × environment interactions^61^. Similarly to miRs, transcription factors like GR^62^ are highly involved in the regulation of gene expression. GR is widely expressed both in the labyrinth and the junctional zone of the murine placenta^63^. It is involved in the expression and alteration of a great number of placental genes including the regulation of trans-placental glucose transfer, through modulation of the glucose^64^ and amino transporters. It is therefore a crucial factor for sustaining fetal life and securing its normal development^65^ affecting the newborns’ neurobehavior^66^. GR interacts with Cry2, a key component of the circadian core oscillator complex that regulates the circadian clock and has been detected both in the labyrinth and the junctional zone in rats^67^. The clock genes are widely involved in the regulation of placental function, suggesting that normal circadian variations may be involved in a healthy placental phenotype^67^. Finally, H3f3b, one of the replication-independent variants of the Histone 3 mammalian isoform, is enriched in coding regions and at specific chromatin landmarks in mouse somatic and embryonic cells^68^. While its role in placental structure and functioning is largely unknown, it is suggested to affect chromatin architecture changing the regulation of epigenetic mechanisms during development^69^. Given their function, it is not surprising that the miR-340 targets may affect the transfer of nutrients to the fetus by regulating selective transporters. In particular, less transfer of amino acids to the fetus, as reflected by lower expression of three key transporters, and Igf2, which can affect the thickness of the junction hindering the transfer of nutrients^70^.

Overall, we have identified a placental mechanism through which miR-340 mediates vulnerability to ABA, likely through influencing placental function. MiR-340 presents clear sexual dimorphism and is downregulated by PNS inducing a “protective” effect against ABA. Placenta-specific OE of miR-340 in transgene mice exposed its role in the regulation of placental functioning through GR/Cry2//H3f3b and its involvement in gestational programming of ABA, potentially influencing fetal brain development. Our findings directly link, for the first time, the variability in the expression of a placental miR with fetal programming and later vulnerability to AN and provide important insights into the ontogeny of this poorly understood ED.

## Methods

### Animal care

ICR/CD1 mice (Harlan Sprague Dawley Inc., Indianapolis, IN) were maintained in a pathogen-free temperature-controlled (22 ± 1 °C) mouse facility on a reverse 12 h light−dark cycle at the Weizmann Institute of Science, according to institutional guidelines. Food (Teklad Global, Harlan Sprague Dawley Inc., Indianapolis, IN) and water were given ad libitum (apart from during FR). All experimental protocols were approved by the Institutional Animal Care and Use Committee of the Weizmann Institute of Science.

### Breeding

Female ICR mice were mated at 11−13 weeks of age. Two or three females were housed with one male (minimum age 12 weeks) at the beginning of the dark period and were examined for the presence of a vaginal copulation plug at the end of the dark period. Presence of a copulation plug denoted day 0.5 of gestation. After breeding, the females were individually housed.

### Experimental groups

Females with plugs were randomly assigned to the control or PNS treatment. From day 18.5 of gestation, females were checked twice a day for the presence of a litter (0900−1000 hours, 1700−1800 hours). Newborn litters found by 1800 hours were designated as born on that day—postpartum day 0 (PPD 0). On PPD 1, pups were counted and litters were culled to ten pups (with sex distribution kept as equal as possible in each litter). Litters with less than seven pups were excluded.

### PNS protocol

From gestation day (GD) 1.5 until GD16.5, pregnant females were exposed to a chronic variable mild stress protocol, including two short manipulations during the dark phase and a further overnight (ON) manipulation during the light phase. The chosen stressors did not induce pain and did not directly influence maternal food intake or weight gain and were repeated on a weekly basis. The short stressors included multiple cage changes, cage tilt, white noise, water in cage or no bedding for two periods of 2 h, immobilization in a tube or elevated platform for 30 min and swim stress in warm water for 15 min. Overnight manipulations included illumination, saturated bedding (with water), novel object (marbles), and overcrowding.

### Activity-based anorexia model

On PPD 21−22, pups were weaned and offspring were group housed until PPD 30, where they were randomly designated to one of two experimental groups (using a randomized complete block design to avoid potential litter effects): (1) Control group (free food access, no RW); (2) Food-restricted group (FR group): Free food the first week, FR the second week, no RW; (3) RW group (free food access in the first week, FR in the second week, free RW). On PND 30, which is considered the onset of adolescence in mice as determined by the time of the first estrous^70^, ICR mice in the ABA groups were placed in an RW system in order to record running pattern (diameter 115 mm, TSE-Systems, Bad Homburg, Germany). The protocol lasted for 11 days during which food intake and BW were measured daily. The first week was defined as a “training period”, during which food and water were given ad libitum. On the first day of the second week food access was limited to 4 h, and on the following days the food access was limited to 3 h. Animals were defined as anorexic in retrospect by cluster analysis according to the following criteria, which was based on previous studies^21–24^ and our preliminary findings: (1) Percentage weight loss; (2) Food intake during FR; (3) Food intake recovery (%) during the FR period; (4) Circadian disruption (km ran during the light phase); (5) Days until collapse (faint and become hypothermic) and (6) Total running distance (km) when FR. Animals that developed ABA were removed from the RW cage once they collapsed and were subsequently given food ad libitum and monitored until fully recovered. The predictive strength of the six ABA parameters was determined by two-step cluster analysis and was used to calculate the *Z* scores.

### Production of lentiviral vectors

MiR-340 was PCR amplified from mouse genomic DNA, using the following oligonucleotide primers, both carrying restriction sites for *Age*I :5′-TCTTCAAGAGGGAGCCTCAG-3′ and 3′-AACAGGCATGATCTGTGGTG-5′. The purified PCR product (~175 bp) was digested using *Age*I enzyme and ligated to pCSC-SP-PW-IRES-GFP plasmid. MiR-340 sequence was confirmed by DNA sequencing. High titer lentiviruses expressing miR-340 and green fluorescent protein (GFP) were produced by transient transfection in HEK293T cells. Infectious particles were harvested at 48 and 72 h post-transfection, filtered through 0.45 μm-pore cellulose acetate filters (Sigma-Aldrich), concentrated by ultracentrifugation, re-dissolved in sterile HBSS, aliquoted and stored at −80 °C. Vector concentrations were analyzed using eGFP fluorescence in HEK293T cells infected with serial dilutions of the recombinant lentivirus^71,72^.

### Generation of placenta-specific lentiviral system

Three-week-old female mice were hyper-ovulated with gonadotropins (PMSG) (Sigma-Aldrich) followed 48 h later by hCG (5 IU each) and were then mated with males. Two days after the detection of a copulation plug, oviducts were dissected (Embryonic day (ED) 2.5) and flushed with M2 medium (M7167, Sigma-Aldrich, St. Louis, MO), using a syringe with 30-gauge blunt hypodermic needle. Embryos at their morula stage (ED2.5) were collected and rinsed through several drops of M2 medium. The zona pellucida was then removed by rinsing with Tyrode’s solution (M8410, Sigma-Aldrich, St. Louis, MO). Denuded embryos were re-washed with M2 medium and placed in 50 μl drops of M16 medium (M7292, Sigma-Aldrich, St. Louis, MO) on a 35-mm tissue culture plate. They were then incubated for 2 nights at 37 ^o^C and 5% CO_2_ for further development. Embryos at their blastocyst stage (ED4.5) were then incubated in 30 μl drops of M16 + 3 μl concentrated lentivirus for 6 h. Using a stripper micropipette (Cat# MD-MXL3-SRT-CGR; Zotal Ltd, Tel Aviv, Israel), infected blastocysts were then transferred into fresh drops of M2 medium and then into ED2.5 pseudo-pregnant females’ uterus for further development^38,39^. This technique is highly specific to the transduction of the junction, therefore making vesicular transfer highly unlikely.

### Generation of pseudopregnant females

The pseudo-pregnant females were produced by mating with sterilized males. Vasectomies were performed on 2-month-old males by making an incision across the lower abdomen, at the midline of the scrotal sac, under Ketamine:Xylazine (1:1 20% in saline) anesthesia. Then, a section of the vas deferens (0.5  cm) was bilaterally removed. Males were allowed 2 weeks to recover and were mated with females to confirm sterilization before the beginning of the protocol.

### Embryo tissue collection

On GD17.5, pregnant females were anesthetized with an overdose of Ketamine-Xylazine (1:1, 20% in saline) and through cesarean section both the embryos and placentas were excised. Embryos were weighed and decapitated, the brain was extracted and the hypothalamus was removed, immediately frozen on dry ice and stored at −80 °C. Trunk blood was collected in EDTA-coated tubes (MiniCollect, Greiner bio-one, Austria). Placentas were also weighed and immediately stored at −80 °C. A portion of the embryos’ tail was removed for later DNA extraction and sex genotyping. For analyses comparing between groups, only one fetus per litter (per sex) was used. These were chosen from the central uterinal location, with one male and one female as adjacent fetuses. Males chosen had one male and one female as adjacent fetuses. When the focus was intra-litter variability, the fetuses located at the extremes of the uterus were excluded.

### Adult tissue collection

Adult animals were killed at the age of 3 months, 4 weeks after the end of the ABA protocol and when fully recovered. After decapitation, the hypothalamus was dissected and immediately frozen. Trunk blood was collected, immediately centrifuged and plasma samples were and stored at −80 °C.

### Genotyping

Sex of the embryo was determined by Sry genotyping (forward 5′- TCATGAGACTGCCAACCACAG-3′ and reverse 5′-CATGACCACCACCACCACCAA-3′)^73^. Amplification product was detected by 2% gel electrophoresis.

### Offspring physiological measurements

Pregnant and lactating dams underwent weekly follow-up of body weight and food intake. For pre-weaning weights, total litter weights were averaged (males and females apart). Post-weaning, pups were weighed individually and food intake was monitored weekly.

### Plasma corticosterone measurement

Corticosterone levels were analyzed using radioimmunoassay (MP Biomedicals, Solon, Ohio, USA).

### Mouse RNA extraction and real-time PCR

For placental tissue, purification of total RNA containing miRNAs and DNA was done using Tri Reagent (MRC Inc., Cincinnati, OH) according to the manufacturer’s recommendations. gDNA was removed using Turbo DNAse digestion in solution, followed by heat deactivation (#AM2238, Thermo Fisher Scientific). Hypothalamic RNA was extracted using the miRNeasy Mini Kit (#217004, Qiagen) in conjunction with on column digestion of gDNA using Turbo DNAse (see above). RNA preparations were reverse transcribed to generate cDNA using miScriptII Reverse transcription kit for miRNAs/mRNA (QIAGEN, #218160, Hilden, Germany). Quantitative mRNA/miRNA expression were done using a SYBR^®^Green PCR kit (QIAGEN, Hilden, Germany) and miScript SYBR (#204057 QIAGEN, Germany) respectively, according to the manufacturer’s guidelines and a StepOnePlus^®^ Real time PCR system (Applied Biosystems, Waltham, MA), using specific primers. U6 snRNA was used as internal control for the miRs and Tbp was used as internal control for mRNA in placental samples.

### MicroRNA Agilent array

MiRNA array of the placenta was performed using Agilent’s microarray (SurePrint G3 Unrestricted GE 8*60k, G4872A; Agilent Technologies, Santa Clara, CA). The bioinformatic analysis was performed using the Limma (Liniar Models for MicroArray Data) package which is part of the Bioconductor software (http://bioconductor.org). We corrected the background with the Normexp method, used the Loess method for the within arrays normalization and the Aquantile for between arrays normalization. 

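Supplementary Data 1 lists miRs with the normalized log2 values of the 8 arrays, which equal the deposited value table, and an unadjusted p for each. The paper's p lies under 0.05 for 10 of them. In the limma comparison of the scanner signals, all 10 had the paper's direction and 9 had an unadjusted p under 0.05. They include miR-130a-3p (log2 fold change -0.20, standard error 0.0754, adjusted p = 0.260 from limma), miR-27b-3p (log2 fold change 0.15, standard error 0.0482, adjusted p = 0.200 from limma) and mcmv-miR-m88-1, a miR of murine cytomegalovirus (log2 fold change 0.43, standard error 0.11, adjusted p = 0.145 from limma). The paper describes a pathogen-free mouse facility, and no virus is part of the experiment. What the entry mcmv-miR-m88-1 measured is therefore not known. The paper's p-values come from these same arrays, so the shared direction is not independent evidence. The change of miR-27b-3p turned to -0.19 without scaling between arrays, where the median miR shifted by -0.30, so it stayed above the median miR. Of the listed miRs, 34 were detected on none of the arrays, and 42 of the 324 tested here are not listed.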

A linear model was applied in order to find the differentially expressed genes (a simple Bayesian model). Gene ontology analysis was performed using WebGestalt 58. (http://bioinfo.vanderbilt.edu/webgestalt/) (Supplementary Data 1).

### Taqman array

Placental gene expression of potential miR-340 targets was analyzed by a Taqman fast small RNAs assay (Applied Biosystems, Waltham, MA) (Supplementary Table 1).

### Mouse and human RT-PCR primers

See Supplementary Tables 4 and 5.

### 5-aza functionality assay of methylation

N42 immortalized hypothalamic cells were plated into 35 mm plates and treated for four days with different concentrations (0, 0.5, 2, 10 µM) of 5-Aza-2′-Deoxycytidine (Sigma-Aldrich, St. Louis, MO). Every day in the evening, medium was replaced with fresh growth medium containing fresh 5-Aza. Cells were then lysed and RNA was extracted using the miRNeasy mini kit (QIAGEN, Hilden, Germany). RNA was reverse transcribed to cDNA using miScript Reverse transcription kit (QIAGEN, Hilden, Germany).

### Global DNA methylation

Global methylation of the placenta was done using the MethylFlash Methylated DNA Quantification ELISA kit (Epigentek Group Inc., Farmingdale, NY) according to the manufacturer’s instructions.

### DNA methylation of Rnf130 promoter and miR-340 sequences

Methylation analysis by pyrosequencing of bisulfite-treated genomic DNA was performed by Varionostic GmbH (http://www.varionostic.de/). Genomic DNA was bisulfite converted using the EZ DNA Methylation Gold Kit (Zymo Research, Irvine, CA). Amplicons were generated from bisulfite DNA covering 134 CGs in the CpG island located in the promoter region of the *Rnf130* gene and the sequence coding for miR-340 on intron 2 (Fig. 2 and Supplementary Fig. 3). Sequencing was performed on the Q24 System with PyroMark Q24 analysis software in CpG (QIAGEN, Hilden, Germany). Data were analyzed using SPSS Statistics, Version 17 (SPSS Inc., Chicago, IL) as indicated.

### Western blot

Placental protein was purified in RIPA buffer, centrifuged for 10 min at 4 ^o^C, separated in a 10% polyacrylamide gel by electrophoresis and transferred onto nitrocellulose membranes. The transfer was performed at 100 v, 350 mAmp for 1 h. After washes with PBST (PBS + 20% Tween20), membrane was blocked with 10% skimmed milk in PBST for 1 h. The primary antibodies anti-H3F3B (1:10,000, #GTX115549 GeneTex, Irvine, CA), anti-NR3C1 (GR) (1:200, (M-20) sc-1004; Santa Cruz Biotechnology), anti-CRY2 (abcam 1:500 ab38872), anti HDAC9 (1:500, B-1, sc-398003, Santa Cruz Biotechnology) and anti-Actin (1:1000, sc-1616; Santa Cruz Biotechnology) were added to PBST and placed on constant shaking at 4 ^o^C overnight. After several washes with PBST, the secondary antibodies (Cell Signaling Technology, Beverly, MA) were added for 1 h incubation at RT. Finally, the membranes were visualized using ECL (Thermo Fisher Scientific, Waltham, MA) and film (Fujifilm, Tokyo, Japan). For tests and membranes, see Supplementary Fig. 8.

### Gross placental structure analysis

The thickness of the placental section occupied by the junctional zone (Jz) was determined on an M205C stereo microscope (Leica, Wetzlar, Germany) and the Leica Application Suite X software (LAS X) following eosin−hematoxylin staining by averaging three measurements in the central area (*N* = 4).

### Libraries and RNAseq

Libraries were prepared with the Illumina TruSeq Stranded Total RNA Library Preparation kit with Ribo Zero Gold (Illumina, #RS-122-2301) according to the instructions, using 1000 ng total mouse placenta RNA as starting material. Libraries were quantified on a Qubit fluorometer and by qPCR with a KAPA Library Quantification Kit for Illumina libraries (# KK4828). Size distribution was checked using the Agilent High Sensitivity DNA Assay (#5067-4626) on an Agilent Bioanalyzer. Samples were denatured using 1 N NaOH, diluted to a concentration of 3 nM with ExAMP mastermix and loaded onto a HiSeq 4000 machine (Illumina, San Diego, CA; #SY-401-4001) with 1% PhiX control (Illumina, #FC-110-3001) spiked in. HiSeq 3000/4000 flow cells and HiSeq 3000/4000 SBS sequencing chemistry were used for paired-end sequencing with a read length of 100 bp for each direction. Sequencing was performed at the Helmholtz Center (Munich, Germany).

### RNAseq analysis

The quality of sequencing reads was verified using FastQC 0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Adapters were trimmed using cutadapt v.1.9.1^74^ in paired-end mode. For quantification of gene expression, kallisto 0.43.1^75^ was employed using the mouse Ensembl annotation v79 (downloaded from http://bio.math.berkeley.edu/kallisto/transcriptomes/). The 100 bootstaps sleuth 0.28.1^76^ was used for the analysis of differentially expressed genes in gene aggregation mode, requiring *q*-values of <0.05 for both Wald and likelihood ratio tests, with a beta value cut-off 0.25. For KEGG pathway analysis, GAGE 2.24.0^77^ was used with log2 transformed, filtered and normalized TPM values extracted from sleuth. An FDR of 0.1 was applied as cut-off for significance.

### BeWo cell culture

BeWo choriocarcinoma immortalized cells were plated into 35 mm plates with F12 medium with 2 mM l-glutamine, fetal bovine serum (10%) and penicillin streptomycin solution (10,000 units/ml Penicillin GSodium Salt, 10 mg/ml Streptomycin Sulfate) (Thermo Fisher Scientific, Waltham, MA, USA) at 37 °C in a 5% CO_2_ humidified incubator. BeWo cells were treated for 48 h with lentiviral vectors to overexpress or knockdown miR-340. Cells were then lysed and RNA was extracted using the miRNeasy mini kit (QIAGEN, Hilden, Germany) or were lysed using RIPA buffer for protein extraction.

### Body composition

Body composition was assessed using Echo-MRI-100™ (Echo Medical Systems, Houston, TX, USA).

### Metabolic assessment

Indirect calorimetry, food and water intake were measured using the LabMaster system (TSE-Systems, Bad Homburg, Germany). The LabMaster instrument consists of a combination of sensitive feeding and drinking sensors for automated online measurement. The calorimetry system is an open-circuit system that determines O_2_ consumption, CO_2_ production, and respiratory exchange ratio. Data were collected for five consecutive days after 24 h of adaptation for the apparatus.

### Maternal behavior

On days 6/7 and 17/18 postpartum, patterns of undisturbed nocturnal maternal behavior were observed during 160 min sessions. Each mother was observed every 15 min, for 1−3 s. This allowed the identification of the ongoing maternal behavior at the observation time. Various maternal and non-maternal behaviors were recorded in every observation. The score was “1” if the behavior occurred and “0” if it did not occur. Maternal behavior measures were based on existing literature^78^ and included both self-(grooming, eating) and pup-directed behaviors (nursing, licking/grooming) and activity measures.

### Human placental tissue collection

Placental tissues were collected after obtaining informed consent from pregnant women at the Division of Gynecology and Obstetrics of the Lindenhofgruppe, Bern, Switzerland. The studies were approved by the cantonal ethic commission of the canton of Bern (KEK), # 2016-00250. Term placentas (38−40 weeks) were collected from uncomplicated pregnancies after elective cesarean section without prior labor symptoms upon patients’ request or due to breech presentation (*n* = 35) (Supplementary Table 2). Placental tissues were collected from the villous tree within 1  h of delivery. To minimize blood contamination, each piece of tissue was intensively washed in Dulbecco’s phosphate-buffered saline. Tissue samples were then immediately snap-frozen in liquid nitrogen and stored at −80 °C until RNA isolation. As placenta is a heterogeneous tissue, and physiological differences in gene expression may occur depending on the sampling site, we standardized the sampling protocol and routinely collected tissue samples from three different locations within the placenta: central (C), paracentral/medial (M) and peripheral/lateral (L) parts. Total RNA was isolated similarly to the mouse samples, using cold Trizol reagent (Invitrogen Life Technologies, Carlsbad, CA) and approximately 50 mg of frozen placental specimens on wet ice^79^.

### Statistical approach

Data were expressed as mean ± standard error of the mean (SEM). For the Z scores data were presented in min. to max. Statistical analyses were performed using Statistical Package for the Social Sciences (SPSS) software, Version 20.0 (SPSS Inc., Chicago, IL) and GraphPad Prism 6 (GraphPad Software, Inc., La Jolla, CA). Tests included repeated measures ANOVA, *t*tests or one-way ANOVA when relevant. Differences between the groups were assessed using Tukey’s multiple comparisons post hocs. When appropriate, non-parametric tests such as Mann–Whitney and Kruskal−Wallis were used. Linear regression and *r* values were determined in GraphPad Prism 6 (GraphPad Software, Inc., La Jolla, CA).

### Data availability

The Agilent miR microarray data have been deposited with GEO-NCBI under the accession number GSE110597 and the Illumina RNA-seq data have been deposited in the Sequence Read Archive (SRA), using the NCBI portal, under the BioProject accession number PRJNA434509 and SRA accession number SRP133035.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

# Supplementary material for: Placental miR-340 mediates vulnerability to activity based anorexia in mice
**Source:** Nat Commun. 2018 Apr 23;9:1596. doi: 10.1038/s41467-018-03836-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Placental miR array comparing CTRL and PNS females.**

How the deposited data were processed for this re-analysis (not part of the article)

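Placental RNA from female offspring of 4 control and 4 PNS dams was measured on 8 single-colour Agilent miR arrays, 1 array per dam. The labels call each sample a pool and name 1 mother for it, so the dam was taken as the replicate. Groups and replicate numbers come from the sample labels.

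The deposited scanner files hold gene-level intensity values on a linear scale as the scanner software wrote them, with an error and a detection call for each miR. On every array the lowest ratio of signal to error among detected miRs was 3.00 to 3.09. The authors also deposited a value table on the log2 scale. Its columns all have the median 6.87, it runs in the same direction as the log2 scanner signals, and it is not centred per miR; all undetected values hold one floor, 2.35. Of its names, 321 match the scanner files as written, and 1 viral name was matched through identical values in Supplementary Data 1. The submitters' processing notes name limma, with no version. The methods name normexp background correction, loess within arrays and Aquantile between arrays, which are steps for arrays of several colours and for spot-level values; only normalization between arrays could be repeated on these files.

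The 22 control entries were left out. Signals of the other 650 entries were quantile-normalized, raised to a floor of 0.491 (log2 -1.03) and turned to log2. The 324 miRs detected on at least 4 of 8 arrays were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend, PNS minus control, no covariates, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. All adjusted p-values are from limma unless another test is named. For single miRs, an exact permutation test over the 70 assignments of the arrays has a smallest p of 0.0286. Lists of miRs with at least 3 tested members were tested with camera (preset correlation 0.01), with camera with an estimated correlation, and with fry. Of the 22 lists fixed, 14 could be tested.

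Named are the miRs that the paper names from the array, those with an unadjusted p under 0.05 in Supplementary Data 1, the 5 with the smallest p in each direction since none passed the adjusted threshold, and the member of each list with the smallest p, up to 30 in this order. The first 2 of these parts were chosen on the study's values for the same arrays. For lists with fewer than 3 tested members, both arms of miR-340 had values below 0, the median log2 fold change was 0.063 over 2 erythroid, -0.033 over 2 endothelial and -0.56 over 2 smooth muscle miRs, -0.068 for 1 neuronal miR and 0.067 for miR-210, which is induced by hypoxia, and none of 8 skeletal and cardiac muscle miRs and 1 hepatic miR could be tested. Of the lists tested with camera and not described at the conclusions, the adjusted p was 0.568 for the miR-302 cluster, 0.975 for miRs hosted by Igf2, H19 and Mest, 0.975 for the miR-34 family and 0.568 for herpesvirus miRs, of which 4 of 39 were tested. When adjusted over the list alone, both arms of miR-340 were lower. This is not independent evidence, since the paper singled out miR-340 on these same arrays and a list of 2 hardly adjusts the p. Over all miRs the adjusted p was 0.145 for miR-340-5p and 0.201 for miR-340-3p. Adjusted over the list, 1 member was lower in the leukocyte and in the Igf2, H19 and Mest lists, 1 was higher in the miR-302 and in the herpesvirus lists, and 0 passed in the others not given at the conclusions. In the GRCm38.p6 table of gene names, 51 of 53 genes of the Dlk1-Dio3 list were found, all 51 between Dlk1 and Dio3, and 25 of 32 genes of the Sfmbt2 list, 19 of them within Sfmbt2.

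The comparison was tested on simulated data with the means and spreads of these 650 miRs, in 20 runs. The 40 changed miRs were drawn from the 270 detected on all 8 arrays. Unless stated otherwise, all simulated arrays shared the same detection limit and brightness. The recovery therefore does not speak to miRs undetected on some arrays, such as miR-340-5p. With quantile normalization the comparison recovered 66.5% of changes of 0.5 on the log2 scale, 89.5% of changes of 1, 98.5% of changes of 2 and 99% of changes of 3. Of its calls, 27.6% were of unchanged miRs, with a median size of 0.309. Without scaling, in simulated arrays that needed none, 5.32% of calls were of unchanged miRs. With 8 miRs changed and quantile normalization, 19.6% were, and 25% of changes of 0.5 and 72.5% of changes of 1 were recovered. With no miR changed, 5.6% of unadjusted p-values lay under 0.05, and 7.71% where each array had its own detection limit. Some of the reported changes do not exceed the sizes of the unchanged miRs called in the simulation with quantile normalization. Those sizes are of called miRs only and depend on the planted changes, so they give no measure of the shift in these arrays.

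Alternatives set before the data were examined were scaling to the 75th percentile (over miRs detected on all arrays, or over all), no scaling, cyclic loess, a floor 0.5 or 2 times as high, undetected values left out, other filters, eBayes with trend and robust, an ordinary linear model, the replicate number as a block, the authors' value table, and each array left out in turn. The data here are the scanner files. Supplementary Data 1, with normalized values of the same arrays, had been read by then. Chosen after seeing the data were a common floor, a floor per array, and leaving out array position 1. Probe sequences and coordinates were not used. The genome build behind the array annotation is not given in the sources used here.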

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

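All tests in this part were chosen after the fits and list tests had been seen; the count of other splits for miRs with an unadjusted p under 0.05 and for the 48 Dlk1-Dio3 miRs was set before the splits were counted. In 62 groups of 4 arrays examined, 18 had an array far from the other 3, where chance gives about 1 in 20 groups for miRs taken at random and without tied values. That rate does not hold here, since many of these miRs were chosen for a small p and 10 of the 18 have 3 undetected arrays at the same floor.

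On PNS replicate 4, miR-340-5p had a log2 value of 4.06, miR-340-3p -0.81, miR-1897-3p 4.52, miR-323-3p 2.06, miR-540-3p 0.83, miR-150-5p 2.55, miR-181d-5p 2.69, miR-99b-3p 0.91, miR-669e-5p 3.89 and miR-20a-3p 2.77, while all were undetected, at the floor of -1.03, on the other 3 PNS arrays. PNS replicate 4 detected 349 miRs, more than the 318 of the lowest control array, on the same slide as the other PNS arrays, so a lower sensitivity of the whole slide is argued against. Of the dimmest of 8 equal groups of the miRs detected on every control array, 36.8% (14 of 38, exact 95% interval 21.8 to 54.0) were undetected on PNS replicates 1 to 3, and these 14 are all but miR-1897-3p of the 15 other miRs with the detection pattern of miR-340-5p, so a lower sensitivity of the 3 arrays to dim miRs may account for part of the loss and cannot be told apart from PNS. Of 69 miRs within 2-fold of the control signal of miR-340-5p, 4.35% were undetected on all 3 arrays (exact 95% interval 0.906 to 12.2), miR-1897-3p, miR-323-3p and miR-324-3p, and of 40 with a control signal over error of 5.53 to 8.18, near its own of 6.69, 2.5% were (0.0633 to 13.2). Since miR-340-5p was singled out as an extreme among many, sensitivity and PNS cannot be told apart for it on these arrays, nor for miR-1897-3p, which was as bright. The paper's qPCR, another assay, reported lower miR-340 in PNS females.

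None (0%) of 10000 random lists matched on mean signal had a median as low as that of the Dlk1-Dio3 miRs, so other miRs as bright did not share it. The 0% cannot be read as a p or exclude brightness, since miRs of one cluster vary together (estimated correlation 0.379) and such lists do not. Over all 48 members the mean difference was -0.31 or larger in size whichever array was left out, against -0.39 with all arrays, and 1 of 35 splits of the arrays, the real one, gave a difference as large (0.391, highest other 0.323). This is not taken to exclude chance, since 1 of 35 is the smallest share these splits can give, the list is 1 of 14 tested, its call was lost with an estimated correlation and in fry, and the mean includes undetected members; the median of the list was -0.16, and -0.0804 without control replicate 4. Over the 42 members detected on all 8 arrays the mean difference was -0.13, shrank to -0.072 without control replicate 4, and 7 of 35 splits gave a difference as large (0.131, highest other 0.159), so chance is not excluded and one array cannot be told apart from PNS.

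The entries derived from ribosomal or transfer RNA and the leading increases, miR-705, miR-689_v15.0, miR-1897-5p and miR-680, had a median log2 fold change of 0.161 in unscaled signals, from -0.17 for miR-720 to 0.24 for miR-1897-5p, and none of the 7 exceeded 2 standard errors. Without scaling the median miR shifted by -0.30, so every increase shrinks there and this test cannot decide. Against 40 miRs of like brightness, itself a form of scaling, the excess was 0.067 for miR-720 and from 0.42 for miR-712-5p to 0.84 for miR-714 for the rest. Scaling of the dimmer PNS arrays cannot be told apart from a rise, and slide, RNA quality and PNS stay open as well, since each group lay on 1 slide.

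For miRs with an adjusted p under 0.05, all 35 splits gave as many as the real split, which gave 0, so this count tests nothing, and the highest other gave 14. That split sets PNS replicates 1 to 3 and control replicate 1, the 4 arrays with the fewest miRs detected, against the rest. A miR undetected on all 4, such as miR-340-3p, is tied at the floor there, so these calls may follow from the floor. Since PNS replicates 1 to 3 are among the 4, the split is not separate from the groups either. At an unadjusted p under 0.05, 2 of 35 splits gave as many as the 48 of the real split, the highest other giving 64, so chance is not excluded for that count. The remaining arrays far from their group were control replicate 1 for miR-721 (7.01) and miR-1897-5p (7.16), control replicate 4 for miR-150-5p (3.32) and miR-322-5p (14.6), PNS replicate 1 for miR-128-3p (-1.03), miR-130a-3p (10.1) and miR-293-3p (10.7), and PNS replicate 4 for miR-338-3p (4.10). For miR-150-5p (3.16), miR-322-5p (14.7) and miR-293-3p (10.9) the other arrays of the group were tied after quantile normalization, so a small gap was flagged. In data the paper did not list, 10 miRs were detected on all 8 arrays and are absent from the authors' value table.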

How the results depend on the processing

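No miR passed an adjusted p under 0.05 in limma, but some did under several of the other settings; the common floor, the floor per array and leaving out array position 1 were chosen after the data were seen. The number higher and lower was 2 and 0 with either 75th percentile and over miRs detected on all 8 arrays, 6 and 1 with cyclic loess, 2 and 1 with a floor 2 times as high, with undetected values left out and with the common floor, 1 and 0 with eBayes with trend and robust, and 3 and 3 without array position 1. Leaving out each array in turn gave 0 to 5 higher and 0 to 13 lower, the highest of both without PNS replicate 4, the PNS array that detected the dim miRs. All of those 13 but miR-7a-5p lie at the floor on every remaining PNS array, so their p does not measure spread between PNS dams. The counts of 2 and 4 without control replicate 1 and of 3 and 0 without PNS replicate 1 lie in between. miR-689_v15.0 or miR-705 passed under each of the settings with a call. At an unadjusted p under 0.05, against 16 higher and 32 lower, there were 15 and 21 with the 75th percentile over miRs detected on all arrays, 8 and 40 with that over all miRs, 1 and 125 without scaling, 20 and 16 with cyclic loess, 17 and 16 over miRs detected on all 8 arrays, 14 and 18 in the authors' value table, 15 and 20 with the common floor, and 26 and 17 with a floor per array; leaving out each array gave 15 to 22 higher and 20 to 46 lower, the fewest lower without control replicate 3. The cause was not tested.

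miR-340-5p kept its direction in all 24 settings that tested it, at -5.17 to -0.60. Its adjusted p passed without PNS replicate 4 (-4.19) and with the common floor (-0.81). Without PNS replicate 4 all its PNS values lie at the floor, and with the common floor those of PNS replicates 1 to 3 do. These p-values therefore say little of the spread between PNS dams. For miR-340-5p, leaving out each array gave -4.32 to -3.91. It ranked 2 among decreases with either 75th percentile, without scaling and with cyclic loess, and 11 with undetected values left out, which keeps only PNS replicate 4 for it and so says nothing of the loss on the other arrays; leaving out each array gave ranks of 1 to 2. Of 14 lists, 2 passed camera; 1, the Dlk1-Dio3 list, passed with either 75th percentile, with cyclic loess, with the common floor and without array position 1, where the entries derived from ribosomal or transfer RNA lost their call, and 0 with an estimated correlation and with fry. Leaving out each array gave 0 to 3, with 0 without PNS replicate 4, where the adjusted p of the Dlk1-Dio3 list was 0.123. With the replicate number as a block, 0 miRs passed and 23 were higher and 28 lower at an unadjusted p under 0.05, and miR-340-5p had an adjusted p of 0.247; arrays with the same number also share a position on their slides, and their deviations correlated at 0.43, 0.057, 0.14 and 0.32, but not every array correlated best with its own number, and they were not taken as pairs.

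Of 1048 values of single miRs and lists under other settings, 934 kept direction and side of the threshold, 11 lost and 40 gained a call, and 63 changed sign, for which the cause was not tested. Only the Dlk1-Dio3 list and the list derived from ribosomal or transfer RNA had a call to lose. They lost it in 3 and in 8 of 25 settings. Some settings, such as the ordinary linear model, leave the fold change of a miR as it was, so 934 does not measure stability. With a floor per array, the signs of these single miRs rest on the floors of PNS replicates 1 to 3, so a turned sign is no evidence of a rise. The sign turned, with a floor per array, 0.25 for miR-340-3p, 1.20 for miR-540-3p, 0.0248 for miR-150-5p, 0.00436 for miR-181d-5p, 1.41 for miR-99b-3p, 0.62 for miR-669e-5p, 0.52 for miR-20a-3p, 0.00688 for the miR-17-92 list, 0.0197 for leukocyte miRs and 0.92 for the miR-34 family. It turned, with the 75th percentile over miRs detected on all arrays, -0.13 for miR-338-3p, 0.0251 for miR-322-5p, 0.0122 for the miR-17-92 list, 0.0119 for the miR-200 family and -0.0387 for the miR-302 cluster. It turned, with the 75th percentile over all miRs, -0.17 for miR-338-3p, -0.0206 for the Sfmbt2 cluster, -0.0818 for the miR-302 cluster and -0.0181 for miRs of Igf2, H19 and Mest. It turned, without scaling, -0.41 for miR-338-3p, -0.19 for miR-27b-3p, -0.26 for the Sfmbt2 cluster, -0.21 for the let-7 family, -0.32 for the miR-302 cluster, -0.25 for miRs of Igf2, H19 and Mest and -0.23 for herpesvirus miRs. The median miR itself shifted by -0.30 without scaling, so a sign turned there is no evidence of a fall. It turned, with undetected values left out, 0.96 for miR-669e-5p and 0.0137 for miR-20a-3p. It turned, with the common floor, 0.0270 for miR-669e-5p, 0.00101 for the miR-17-92 list, 0.00726 for leukocyte miRs and 0.18 for the miR-34 family. It turned, without array position 1, 0.00399 for the miR-290 cluster, -0.0228 for the Sfmbt2 cluster and -0.21 for the miR-302 cluster. It turned, over miRs detected on all 8 arrays, 0.00202 for the miR-17-92 list and 0.0145 for leukocyte miRs. It turned, with cyclic loess, -0.0217 for the let-7 family and 0.0204 for the miR-34 family. It turned, in the authors' value table, -0.0269 for the miR-302 cluster, 0.0123 for leukocyte miRs and 0.0433 for the miR-34 family. Leaving out each array in turn, the sign also turned within the ranges -0.00275 to 0.22 for miR-338-3p, -0.0800 to 0.0238 for the miR-290 cluster, -0.0694 to 0.0506 for the Sfmbt2 cluster, -0.0710 to 0.0130 for the miR-322 cluster, -0.0314 to 0.00371 for the miR-17-92 list, -0.00313 to 0.0657 for the let-7 family, -0.0609 to 0.35 for the miR-302 cluster, -0.0412 to 0.12 for miRs of Igf2, H19 and Mest, -0.10 to 0.36 for the miR-34 family and -0.0604 to 0.23 for herpesvirus miRs. Supplementary Data 1 holds the same values as the authors' value table and was not run apart from it. Normexp with an offset of 50 could not be fitted, since most signals share the placeholder and it left 2 distinct values on control replicate 1. Lists were not tested with undetected values left out or in the ordinary linear model. Standard errors had a median of 1.13 for tested miRs not detected on all arrays, against 0.10 for those detected on all. The former mix detected values with the floor, and signal over background was not tested as the cause.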

Differences from the paper's values

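The paper's linear fold changes in Supplementary Data 1 were turned to log2 for comparison. A value was taken to differ when its sign differed or it lay further from the paper's than the standard deviation between replicates (1.80 for miR-340-5p, 0.112 for miR-705), or, for miR-340-5p and miRs not detected on every array, when it lay more than 1.5-fold from the paper's on the linear scale. For miR-340-5p the paper's fold of -3.47 is a log2 fold change of -1.80, against -4.42 here; by this measure the values did not differ with the 75th percentile over miRs detected on all arrays (-2.32) or over all miRs (-2.36), with cyclic loess (-2.07) and in the authors' value table, and differed without scaling (-2.46) and in the rest of the other 17 alternatives set before the data were examined. For miR-1897-3p the paper's value is -1.74 and the value here -4.38, with no difference under cyclic loess and in the authors' value table and a difference in the other 19. For miR-340-3p the paper's value is -0.52 against -2.33 here, and for miR-1896 it is -0.99 against -2.68; neither differed with both 75th percentiles, without scaling, with cyclic loess and in the authors' value table, and they differed in the other 12 and 16 alternatives. For miR-128-3p the paper's value is -0.59 against -1.48 here, with no difference in those 5 settings, with undetected values left out and without PNS replicate 1, and a difference in the other 14. For miR-705 the paper's value is 0.66 against 0.51 here, with no difference under cyclic loess, in the authors' value table and without control replicate 1, and a difference in the other 19.

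The paper's table has 10 miRs with an unadjusted p under 0.05, and 48 were found here; all 22 alternatives set before the data were examined differ from 10, and limma on the paper's own listed values gives 32. The paper states no threshold for the table. Adjusted by the Benjamini-Hochberg method, the paper's p-values have a minimum of 0.849. The paper describes several miRs as differentially expressed, while none passed an adjusted p under 0.05 in limma here; miR-689_v15.0 passed with either 75th percentile, cyclic loess and eBayes with trend and robust, it and miR-705 passed with a floor 2 times as high, with undetected values left out and over the miRs detected on all 8 arrays (adjusted p = 0.0324 for both), miR-1897-5p and mcmv-miR-m88-1 passed with cyclic loess, and miR-338-5p with either 75th percentile. Leaving out control replicate 1, miR-705, miR-1897-5p and miR-340-3p passed. Leaving out PNS replicate 1, miR-689_v15.0 did. Control replicate 1 is the only control array on which miR-340-3p was undetected, and its PNS values lie at or near the floor. Without that array its p does not measure spread between PNS dams, nor does it without array position 1. The miRs named here as passing are limited to those taken from the paper and miR-338-5p. Others passed too, such as miR-135a-1-3p and miR-188-5p without PNS replicate 1, and miR-680 and miR-323-3p with cyclic loess. Leaving out PNS replicate 4, miR-1897-3p, miR-1897-5p, miR-705, miR-689_v15.0, mcmv-miR-m88-1, miR-338-5p and miR-340-5p passed. For miR-1897-3p and miR-340-5p all PNS values then lie at the floor, so their p does not measure spread between PNS dams. In settings chosen after seeing the values, miR-705 and miR-340-3p passed without array position 1, miR-705 and miR-689_v15.0 with the common floor, and so did miR-340-5p (adjusted p = 0.0222), a setting in which all 10 of the miRs with the paper's p under 0.05 kept an unadjusted p under 0.05. The paper describes miR-340 as the most affected. For a miR undetected on PNS replicates 1 to 3, the size of the decrease largely follows the floor and the control signal. miR-340-5p had the largest decrease here, and ranked 2 among the decreases under 4 other scalings and 11 with undetected values left out. By p it ranked 13 here, 1 with the common floor, 2 without PNS replicate 4, 4 with a floor per array, 5 without scaling, 6 in the authors' value table and 49 without array position 1; in Supplementary Data 1 it ranks 1 among the decreases by fold and 4 by p. Fig. 2i names a miR-388 that is not on the array.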

Other observations

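The 10 miRs detected on all arrays but absent from the authors' table include miR-302b-3p, with the largest increase of the 324 tested (1.07) under the scaling and floor used, but 0.14 without scaling, and miR-299-3p (0.091), miR-300-5p (-0.39) and miR-376a-5p (-0.23) of the Dlk1-Dio3 cluster; the last 3 were named after their values were seen. None passed an adjusted p under 0.05 in limma. They were dim, with control signals of 10.0 to 22.0. Of 39 herpesvirus miRs on the array, 6 were detected on some array although no virus is part of the experiment, and mcmv-miR-m88-1 had a control signal of 192.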
